# Nucleoporin TPR is an integral component of the TREX-2 mRNA export pathway

**DOI:** 10.1038/s41467-020-18266-2

**Published:** 2020-09-11

**Authors:** Vasilisa Aksenova, Alexandra Smith, Hangnoh Lee, Prasanna Bhat, Caroline Esnault, Shane Chen, James Iben, Ross Kaufhold, Ka Chun Yau, Carlos Echeverria, Beatriz Fontoura, Alexei Arnaoutov, Mary Dasso

**Keywords:** RNA transport, Nuclear envelope

## Abstract

Nuclear pore complexes (NPCs) are important for cellular functions beyond nucleocytoplasmic trafficking, including genome organization and gene expression. This multi-faceted nature and the slow turnover of NPC components complicates investigations of how individual nucleoporins act in these diverse processes. To address this question, we apply an Auxin-Induced Degron (AID) system to distinguish roles of basket nucleoporins NUP153, NUP50 and TPR. Acute depletion of TPR causes rapid and pronounced changes in transcriptomic profiles. These changes are dissimilar to shifts observed after loss of NUP153 or NUP50, but closely related to changes caused by depletion of mRNA export receptor NXF1 or the GANP subunit of the TRanscription-EXport-2 (TREX-2) mRNA export complex. Moreover, TPR depletion disrupts association of TREX-2 subunits (GANP, PCID2, ENY2) to NPCs and results in abnormal RNA transcription and export. Our findings demonstrate a unique and pivotal role of TPR in gene expression through TREX-2- and/or NXF1-dependent mRNA turnover.

## Abstract (web summary)

mRNAs export from the nucleus is thought to be regulated in part by three nucleoporins that comprise the nuclear basket, but whether and how distinct basket nucleoporins interact with the RNA export machinery is unclear. Here, the authors use rapid auxin-mediated degradation of basket nucleoporins Nup153, Nup50, and Tpr, and see that Tpr interacts with the TREX-2 mRNA export complex.

## Introduction

Eukaryotic mRNAs are extensively processed, undergoing 5′-capping, splicing, and 3′-cleavage, followed by 3′-polyadenylation. A series of evolutionarily conserved complexes are recruited to nascent mRNA transcripts co-transcriptionally and escort processed messenger ribonucleoprotein complexes (RNPs) to the nuclear export gates, called nuclear pore complexes (NPCs)^1,2^. These various steps are functionally linked; a failure to perform any of them during mRNA biogenesis will directly affect both upstream and downstream events^3^. A key player in mRNA maturation is the TRanscription and EXport 2 (TREX-2) complex, which bridges the transcription and export machineries in yeast through association with the Mediator complex and the NPC^4^. The TREX-2 complex is evolutionarily conserved between yeast and humans^5^. The human TREX-2 complex consists of GANP (germinal center-associated nuclear protein, scaffolding subunit) (*Saccharomyces cerevisiae* homolog = Sac3), PCID2 (Thp1), ENY2 (Sus1), DSS1 (Sem1), and CETN2/3 (Cdc31) proteins, where GANP serves as a scaffolding platform for other subunits^5^. In yeast and humans, loss of TREX-2 components leads to defects in mRNA export^6–11^, similar to the phenotype observed after loss of major mRNA export receptor NXF1 (Mex67)^3^.

The GANP subunit of TREX-2 localizes within the nucleus^12^ and associates with a NPC structure called the nuclear basket that protrudes from the nucleoplasmic face of the NPC^7,13^. It has been proposed that GANP interacts with FG-nucleoporins at the nuclear basket to facilitate export of RNA transcripts whose expression is a part of an adaptation mechanism to rapidly changing environmental conditions^6,12^. The nuclear basket is comprised of three nucleoporins (BSK-NUPs) called NUP153, TPR, and NUP50 in vertebrates^14^. BSK-NUPs have been implicated in numerous processes beyond protein import and export, including chromatin remodeling, control of gene expression, and protein modification, as well as mRNA processing and export^15–17^. TREX-2 associates with NPCs in yeast through the NUP153 homolog, Nup1^13^. In vertebrates, however, TREX-2 association with NPCs was shown to require NUP153 and TPR, although it remains unresolved whether both NUP153 and TPR are required for TREX-2 function^7,18^.

It has been difficult to analyze discrete NPC functions in the absence of vertebrate BSK-NUPs; knockout of these genes is deleterious for organisms, and their depletion by RNAi requires extended incubations, potentially allowing the emergence of secondary phenotypes from prolonged NPC disruption or defective postmitotic NPC re-assembly^19–22^. As a result, details of BSK-NUPs and TREX-2 interactions within the NPC and consequences of their individual loss for gene expression remain poorly understood.

Here we use a rapid auxin-mediated degradation system to untangle the functions of individual BSK-NUPs in both nuclear basket architecture and gene expression. We show that NUP153 and TPR bound to the NPC independently of each other and that loss of individual BSK-NUPs did not destabilize the NPC. We further found that TPR, but not NUP153 or NUP50, tethers the TREX-2 complex to the NPC. Loss of NUP50, NUP153 and TPR led to unique transcriptomic responses. Importantly, transcriptomic signatures after loss of TPR were more pronounced and were similar to changes upon the loss of either the GANP subunit of TREX-2 complex or RNA-export receptor NXF1. Moreover, similar to the case of NXF1 or GANP, loss of TPR led to retention of both upregulated and downregulated mRNA transcripts within the nucleus. Taken together, our data support a unique role of TPR in transcription regulation and mRNA export through the TREX-2 complex.

## Results

### Individual BSK-NUPs can be specifically degraded by auxin-inducible system

To selectively track and eliminate individual BSK-NUPs, we used CRISPR/Cas9 gene editing to biallelically introduce sequences encoding an auxin-inducible degron (AID) and a NeonGreen (NG) fluorescent protein to the *NUP50*, *NUP153*, and *TPR* endogenous genomic loci in colorectal adenocarcinoma DLD-1 cells (Fig. 1a and Supplementary Figs. 1a, b and 2). To express the TIR1 ligase, which drives ubiquitination of AID-tagged proteins, we also used CRISPR/Cas9 to insert sequences encoding infra-red fluorescent protein (IFP) linked to TIR1 through a cleavable P2A sequence at the C-terminus of the ubiquitously expressed RCC1 protein (regulator of chromosome condensation 1) (Supplementary Fig. 1c). The resulting RCC1-IFP-TIR1 fusion protein was rapidly cleaved to yield TIR1 and an RCC1-IFP fusion protein (RCC1^IFP^) that we employed as a marker for chromatin in live imaging experiments. We will call the resulting cell lines NUP50^AID^, NUP153^AID^, and ^AID^TPR in this report.

**Fig. 1:**
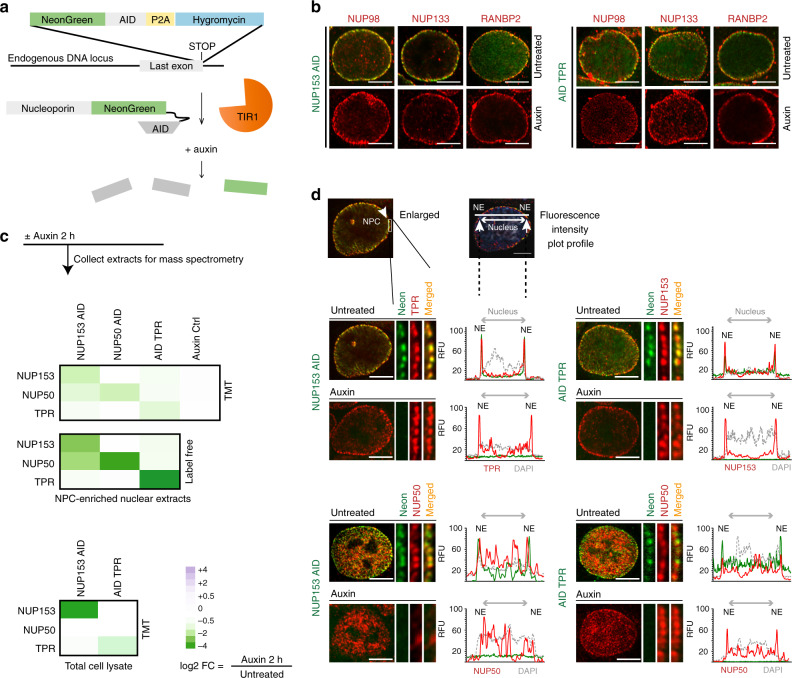
Stability of the assembled nuclear pore upon rapid loss of BSK-NUPs. **a** Schematic of CRISPR/Cas9-based tagging of nucleoporin genes and subsequent degradation of the AID-fused proteins. Each AID cell line is biallelically tagged. **b** NUP98, NUP133, and RANBP2 localization is not altered upon loss of NUP153 or TPR (4 h of auxin treatment). AID-NG tagged NUP153 and TPR proteins are shown in green, antibody-stained NUPs in red. Data are representative of at least three independent experiments. **c** Heat maps of differential abundance of NUP153, NUP50, and TPR proteins in NPC-enriched nuclear extracts and total cell lysates of the indicated AID-tagged cells 2 h after auxin treatment using TMT-assisted and conventional (label-free) mass spectrometry. Green color indicates a decrease in protein abundance after auxin treatment, log2 scale. Data represent a repeat of one experiment. **d** Localization of BSK-NUPs in the absence or presence of TPR and NUP153 (4 h of auxin treatment). Plots show line scans of relative fluorescence intensity (RFU) for BSK-NUPs (AID-NG tagged NUPs are shown in green, antibody-stained NUPs in red) and DNA across the nucleus. DNA was counterstained with DAPI (gray). Note that NUP50 no longer localizes to the nuclear envelope (NE) in the absence of NUP153. Scale bar: 5 µm. Data are representative of at least three independent experiments. AID auxin-inducible degron, TMT tandem mass tag, FC fold change.

Without auxin, NUP50^AID^, NUP153^AID^, and ^AID^TPR cells were viable and did not show any overt defects. We confirmed that all AID-tagged fusion proteins had the expected nuclear rim localization (Supplementary Fig. 1d), their expression did not alter the assembly of other NPC structures (Fig. 1b), and they became undetectable within an hour of auxin addition (Supplementary Fig. 2c, g, k). To assess how prolonged nucleoporin deficiency impacts cell survival^22–24^, we examined viability of NUP50^AID^, NUP153^AID^, and ^AID^TPR cells in the continuous presence of auxin (Supplementary Fig. 2d, h, l). NUP50-depleted cells continued to grow, albeit somewhat more slowly than parental DLD-1 cells (Supplementary Fig. 2m) and control NUP50^AID^ cells. However, depletion of NUP153 or TPR caused growth arrest, indicating that these two nucleoporins are essential for cell growth and proliferation, while the presence of NUP50 is less critical.

### Stability of the assembled NPC upon loss of individual basket nucleoporins

NPCs assemble as mammalian cells exit from mitosis and remain relatively stable through interphase until cells enter the next prophase^25,26^. Due to the multiple cell cycles required to achieve BSK-NUP depletion in earlier experiments utilizing RNAi, changes in NPC composition observed in those experiments reflect interdependence of nucleoporins both for recruitment during post-mitotic NPC assembly and for persistence within assembled NPCs. The rapidity of AID-mediated degradation allowed us to assess the stability of nucleoporins within assembled NPCs. We assayed localization of GLFG nucleoporin NUP98, Y-complex component NUP133, and cytoplasmic fibril component RANBP2, which reside in different domains of the NPC. All of these nucleoporins maintained their localization after depletion of BSK-NUPs (Fig. 1b, Supplementary Fig. 3a, and Supplementary Data 1), and loss of individual BSK-NUPs did not cause visible nuclear envelope (NE) deformation. Our findings thus argue that loss of BSK-NUPs from assembled NPCs does not grossly impair nuclear pore architecture or composition in other NPC domains.

### TPR does not require NUP153 for its localization during interphase

Earlier reports indicate that TPR is dispensable for NUP153 and NUP50 localization^27,28^ and that NUP50 is likewise dispensable for NUP153 and TPR localization^20,22^. However, there are conflicting reports regarding whether NUP153 depletion displaces TPR from NPCs^7,19–21,29^. To address this question, we examined BSK-NUPs by tandem mass tag (TMT) and conventional matrix-assisted laser desorption ionization time-of-flight mass spectrometry (Fig. 1c), immunostaining (Fig. 1d, Supplementary Fig. 3b, c), immunoblotting (Supplementary Fig. 3d), and live imaging of cells in which other nucleoporins were tagged with mCherry at their endogenous loci (Supplementary Fig. 4b–h). Under these conditions, the localization of BSK-NUPs was remarkably independent; none of them were redistributed upon the loss of others, with the exception of NUP50 dispersion into the nucleoplasm upon NUP153 loss (Fig. 1d (lower left) and Supplementary Fig. 4a, h). Importantly, TPR remained at NPCs even after several hours of NUP153 depletion, although we observed a mild reduction (~25%) of TPR abundance after NUP153 loss in unsynchronized DLD-1 cells using TMT mass spectrometry (Fig. 1c). Notably, postmitotic recruitment of TPR to NPCs was completely abolished in the absence of NUP153: these cells were characterized by the restricted nuclear growth and accumulated aggregates of TPR-mCherry in the cytoplasm (Supplementary Fig. 3e, f). Altogether, our results indicate that NUP153 is required for the recruitment of TPR during postmitotic NPC assembly but is dispensable for anchoring of TPR that is already localized within the assembled nuclear pore (Supplementary Fig. 5a, b).

### Loss of BSK-NUPs leads to unique transcriptomic responses

BSK-NUPs have been proposed to promote the establishment of active chromatin near the nuclear pore and thereby to help to control gene expression during development and differentiation^30^. To assess whether loss of individual BSK-NUPs alters the cellular transcriptome, we performed RNA-seq analysis to estimate changes in gene expression. 

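RNA was sequenced from DLD-1 cells, a human colorectal cancer line, in which TPR, NUP153 or NUP50 carried an auxin-inducible degron (AID), a tag that has the protein degraded when auxin is added. The libraries were made from total RNA after removal of ribosomal RNA. The authors mapped the reads to GRCh38 with STAR and deposited the number of reads that featureCounts assigned to each gene, without normalization. Each group holds 3 libraries. The groups are AID-TPR and NUP153-AID cells, untreated and after 2 h of auxin (1 mM), NUP50-AID cells, untreated and after 3 h, and parental DLD-1 cells labelled untreated and labelled auxin for 2 h. For NUP50-AID cells the labels and Supplementary Data 2 give 3 h, and the legend of Fig. 2 gives 2 h. A further 3 untreated AID-TPR libraries and 3 with 2 h of auxin carry the label old. Across the genes of Supplementary Data 2 used here, the paper's log2 fold changes correlated with those of the AID-TPR libraries without this label at Pearson r = 0.9998, and with those of the old libraries at r = 0.629; genes are not independent replicates. The libraries without the label are therefore reported first, as the paper's 3 replicates; the paper gives no reason for setting the old ones aside. Reads counted on genes ranged from 28546704 to 36274739 per AID-TPR library, with a median of 35641439 with auxin and 34509360 without. The totals were 37121619 to 42977362 in NUP153-AID cells, 18943661 to 27425666 in NUP50-AID cells and 28373719 to 41805610 in DLD-1 cells. The methods state a range of read numbers per replicate whose upper end lies below the median of all libraries analysed here (32285399); the values use the totals of the files. The reads were not counted in one way throughout: no library of AID-TPR without the label old or ActD, or of DLD-1, had a count on the 37 mitochondrial genes, while the NUP153-AID and NUP50-AID libraries had between 16916 and 467430. Each line was therefore compared with its own untreated libraries. A gene was tested when its CPM, the count scaled to a fixed library total, was above 1 in over 5% of the 60 libraries without Actinomycin D, that is in at least 4, which left 17812 genes. Of these, 47 had no count in the AID-TPR libraries, 1015 in NUP153-AID and 1092 in NUP50-AID cells, and took a log2 fold change of 0 there. Counts were normalized by the TMM method, and auxin was compared with untreated by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 with a fold of at least 1.3 or at most 0.7, and genes called in DLD-1 cells were removed from the calls of the other lines. The loss of the proteins cannot be read from RNA: the log2 fold change of the tagged gene was 0.17 for TPR, 0.003 for NUP153 and 0.18 for NUP50.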

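The auxin effect in AID-TPR cells was set against that in NUP153-AID and NUP50-AID cells by an interaction term, fitted over the libraries of both lines and tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Against NUP153-AID cells, 115 of the 17812 genes differed at an adjusted p under 0.05. The log2 fold change was lower after TPR loss in 114 of them and higher in FOS, where it was larger by 1.73 (standard error 0.35, adjusted p = 0.0403 from edgeR's quasi-likelihood test). Against NUP50-AID cells 22 genes differed, all with the lower log2 fold change after TPR loss. Of the 85 genes called after TPR loss, 46 were among those that differed from NUP153-AID cells and 13 among those that differed from NUP50-AID cells. Adjusted over the list alone, 69 differed in each comparison, which is not independent evidence because the list was chosen on these AID-TPR libraries. The 72 genes called lower after TPR loss had a median log2 fold change of 0.06 after NUP153 loss and -0.005 after NUP50 loss. With the old AID-TPR libraries the numbers of differing genes were 93 and 31, with the higher log2 fold change after TPR loss in 13 and 7 of them. The alternative that moved them most was a term for the replicate number, under which 816 genes differed from NUP153-AID cells and 555 from NUP50-AID cells, where the libraries did not bear out the pairs. With 1 library left out, the 115 became 73, 72, 55, 73 and 74 without AID-TPR auxin replicates 1 and 2 and untreated replicates 1, 2 and 3. It became 45, 63 and 69 without NUP153-AID auxin replicates 1, 2 and 3, and 63 and 43 without untreated replicates 1 and 2. The 22 became 12, 6 and 12 without AID-TPR auxin replicates 1, 2 and 3, and 8, 13 and 11 without untreated replicates 1, 2 and 3. It became 12 and 11 without NUP50-AID auxin replicates 2 and 3, and 6 and 5 without untreated replicates 1 and 2.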

We compared RNA abundance upon the loss of individual nucleoporin and found surprisingly distinct transcriptomic signatures for each constituent of BSK-NUPs (Fig. 2a, b). We detected significant changes in the abundance of 167 RNAs upon TPR loss (differential expression (DE) ≥ 30%, adj. *p* value <0.05), 154 of which were TPR specific, whereas loss of NUP153 or NUP50 caused DE of 28 (13 NUP153 specific) and 78 (61 NUP50 specific) genes, respectively, without extensive overlap between the DE profiles (Fig. 2b, c); these genes are grouped in visually distinct clusters (*k*-means clustering; Fig. 2b and Supplementary Data 2). 

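After 2 h of TPR loss 85 genes were called, after 2 h of NUP153 loss 4 and after 3 h of NUP50 loss 32. Of these, 83, 2 and 28 were called in that line alone among the 3. No gene was called by edgeR after both TPR and NUP153 loss, where DESeq2 gave 8 shared genes, edgeR with no filter on low counts 18 and edgeR with a term for the replicate number, whose pairs the libraries of both lines bore out, 20; 1679 genes had an unadjusted p under 0.05 after TPR loss and 667 after NUP153 loss. The genes called after both TPR and NUP50 loss were ALDH1A3 and STMND1, both higher, and those after both NUP153 and NUP50 loss were MB21D2 and ANKRD13C; they are named because the counts are small, after their values were seen. Chance would give 0.153 shared genes for TPR with NUP50 (one-sided Fisher's exact test, odds ratio 14.2, p = 0.0102, adjusted p = 0.0116 over 25 overlaps). A response to auxin left by the removal of DLD-1 calls is not excluded for ALDH1A3 and STMND1. The number for TPR with NUP50 was 1 without AID-TPR auxin replicate 1 or 3 or untreated replicate 1 or 2, and 0 by edgeR without untreated replicate 3; it was 10 with DESeq2. After NUP153 loss MB21D2 rose by a log2 fold change of 0.75 (standard error 0.055, adjusted p = 0.000815 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LINC00511 rose by 0.67 and EGR1 fell by 0.81 (adjusted p = 0.041 for each from the same edgeR test). MB21D2 was called with any of the 6 libraries left out, LINC00511 was not called without auxin replicate 1 or 3 or any one untreated replicate, and EGR1 not without any one auxin replicate or untreated replicate 1 or 3. ANKRD13C, chosen after its value was seen, rose by 0.44. With a term for the replicate number the count was 389 after TPR loss and 105 after NUP153 loss. Single libraries moved these counts. The 85 became 19, 31, 21, 44 and 20 without auxin replicate 1, auxin replicate 3 and untreated replicates 1, 2 and 3. The 4 became 1 without auxin replicate 1 or untreated replicate 1 of NUP153-AID cells. The 32 became 64, 7, 20 and 7 without NUP50-AID auxin replicates 1, 2 and 3 and untreated replicate 2. The old AID-TPR libraries gave 79 called genes, 35 of them among the 85, and their count became 121, 22, 0 and 14 by edgeR without auxin replicate old2 and untreated replicates old1, old2 and old3. They shared ADGRF1, ALDH1A3 and STMND1 with NUP50 loss, and EGR1, in the opposite direction, with NUP153 loss. All 6 pairs of AID-TPR libraries, fitted together with a term for the label, gave 457 called genes.

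**Figure D1:**
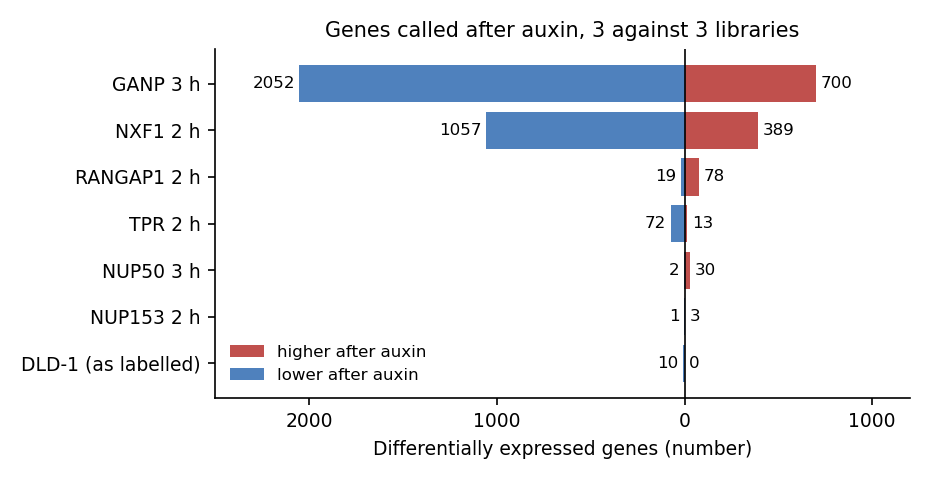
Number of genes called higher (red, to the right) and lower (blue, to the left) after auxin in each line, 3 libraries against 3; the axis counts genes and the DLD-1 libraries are taken as labelled. The bar to the left is the longer one after TPR loss (72 against 13), NXF1 loss (1057 against 389) and GANP loss (2052 against 700), and the shorter one after NUP50, NUP153 and RANGAP1 loss.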

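The annotation of GO terms was not used here. In its place, the calls were set against the 511 tested genes whose symbol begins with ZNF, ZBTB, ZSCAN, ZKSCAN or KLF, prefixes of zinc finger protein families. The list was taken by prefix alone, so antisense transcripts and pseudogenes with such symbols are not excluded, nor are proteins that do not bind DNA. This comparison of calls was chosen after the calls were seen. Of the genes called after TPR loss, 13 belonged to the list and all 13 were lower, where chance gives 2.44 (one-sided Fisher's exact test, odds ratio 6.24, p = 8.58e-07, adjusted p = 1.86e-06 over 13 such tests). None of the genes called after NUP153 or NUP50 loss did, with 0.115 and 0.918 given by chance, so that a small excess could not have been seen there. As a set, the 511 genes had a median log2 fold change of -0.09 after TPR loss (349 lower, 160 higher; camera with a preset correlation, p = 2.88e-09, adjusted p = 8.25e-09), -0.002 after NUP153 loss and 0.03 after NUP50 loss. The rotation test fry gave p = 0.0424 after TPR loss, and camera with an estimated correlation p = 0.12; in the old AID-TPR libraries, with a median of -0.09, they gave p = 0.00139 and 0.0369, and over all 6 pairs, with -0.10, p = 0.000425 and 0.0329. Adjusted over the list alone, 56 of the 511 differed after TPR loss. In the old AID-TPR libraries 5 called genes belonged to the list, KLF4 higher and ZNF112, ZNF589, ZNF12 and ZNF552 lower (p = 0.0765 by the exact test, adjusted p = 0.124); KLF4, ZNF589 and ZNF12 are named after their values were seen. Over all 6 pairs it was 48 of 457, with 13.1 given by chance.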

Gene Ontology (GO) analysis (Fig. 2e and Supplementary Data 3) revealed that TPR loss differentially and specifically impacted RNAs involved in regulation of transcription, whereas NUP153- and NUP50-specific RNAs showed no enrichment in these categories (Fig. 2e). Interestingly, the majority of TPR-regulated RNAs were downregulated (Supplementary Data 2).

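Of the genes called after TPR loss, 72 were lower and 13 higher, so that 84.7% were lower. In the old AID-TPR libraries 55 of 79 were lower (69.6%), and over all 6 pairs 368 of 457 (80.5%). Called there or not, 81 of the 85 genes changed the same way in the old libraries, and the other 4, all called lower, had no count there. After NUP50 loss 2 of the 32 called genes were lower, TRMT12 with a log2 fold change of -0.62 and KLHL9 with -0.54.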

**Fig. 2:**
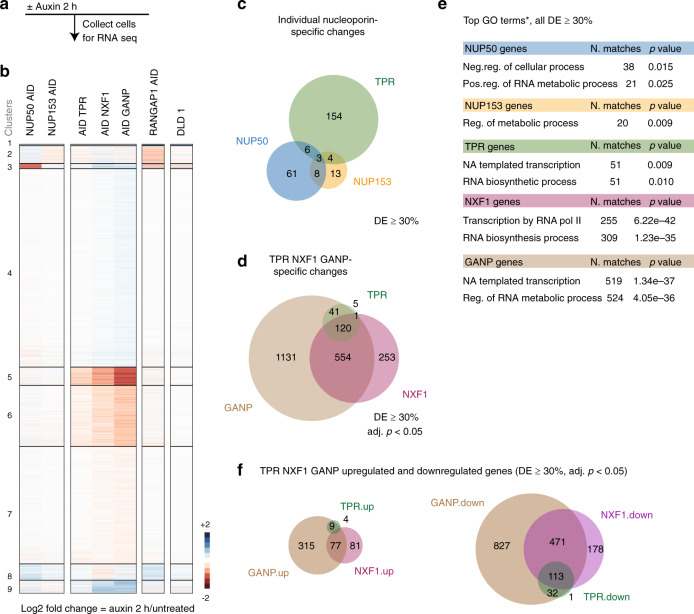
Loss of TPR leads to rapid changes in mRNA abundance. **a**, **b** A scheme of the experiment and heatmaps of unsupervised *k*-means clustering of differentially expressed genes 2 h after auxin treatment of cells expressing corresponding AID-tagged proteins. DLD-1 parental DLD-1 cells treated with auxin. Three independent biological replicates were used to perform RNA-seq of the indicated cell lines. **c** A Venn diagram representing the number of RNAs that showed significant change (both upregulation and downregulation) upon NUP50 (blue), NUP153 (yellow), and TPR (green) loss. **d** A Venn diagram representing the overlaps among significantly regulated transcripts upon TPR, NXF1 (purple), or GANP (brown) depletion (*p* value <2.3e−117, hypergeometric distribution test). **e** Top GO terms (*Biological Process, HumanMine v5.1 2018) of differentially expressed (DE) RNAs upon loss of the indicated nucleoporins (**c**), NXF1, and GANP (**d**). All DE RNAs (**c**, **d**) are log2FC > 30%, adj. *p* value <0.05, Wald test. **f** A Venn diagram representing the overlaps between significantly upregulated or downregulated transcripts upon TPR, NXF1, or GANP loss. Note that most of the TPR/NXF1/GANP-dependent RNAs are downregulated. Neg. negative, Pos. positive, Reg. regulation, NA Nucleic Acid, GO Gene Ontology, FC fold change.

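Between the parental DLD-1 libraries labelled auxin and those labelled untreated, 10 genes were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all lower in the libraries labelled auxin. They were CYP1A1, TIPARP, MEGF6, CYP1B1, CYP1B1-AS1, C15orf62, OTUB2, PPP1R15A, CLK3 and EDC3. CYP1B1-AS1 overlaps CYP1B1 on the other strand and can hold the same reads in these libraries. CYP1A1 had 12.7 CPM in the libraries labelled auxin and 183.7 in those labelled untreated, a log2 fold change of -3.84 (standard error 0.13, adjusted p = 8.22e-07 from the same edgeR test). In the tagged lines its log2 fold change after auxin was positive, from 1.88 in the AID-TPR libraries without the label old to 6.68 in the old ones. Supplementary Data 2 names the DLD-1 treatments the other way round, and with its names all DLD-1 changes take the opposite sign and 14 genes are called, since the fold asked of higher genes is the smaller one. The count became 19 without untreated replicate 1.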

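Of the genes called after TPR loss, 70 were called after both NXF1 and GANP loss, 64 lower in all 3 lines and 6 higher. A further 14 were called after TPR and GANP loss, and MYLIP, named because the count is 1, after TPR loss alone among these 3 lines. Of all genes called after NXF1 loss 73.1% were lower, and after GANP loss 74.6%.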

Nuclear pores are major nuclear–cytoplasmic conduits. To determine whether blocking nuclear–cytoplasmic trafficking alters RNA abundance, we compared the impact of BSK-NUP loss to defects caused by loss of RANGAP1 (the principal GTPase activating protein for Ran-dependent nuclear transport)^31^, Exportin-1 (CRM1)^32^ or a major mRNA export receptor NXF1^1,2^. We constructed a RANGAP1^AID^ cell line, wherein *RANGAP1* was tagged with AID and NG using a strategy similar to BSK-NUPs (Supplementary Fig. 5c–f). RANGAP1^AID^ cells grew well and showed no morphological defects prior to auxin addition. RANGAP1 was undetectable within 1 h of auxin addition, and prolonged RANGAP1 depletion caused RANGAP1^AID^ cells to lose their viability, as expected (Supplementary Fig. 5d). Remarkably, among 154 RNAs that changed in response to loss of RANGAP1, 111 were specific to RANGAP1^AID^ cells (when compared to TPR-, NUP50-, or NUP153-dependent changes), and the majority of BSK-NUP-regulated RNAs did not overlap with the changes observed in RANGAP1-depleted cells (Supplementary Fig. 5g). This data indicates that the observed DE of BSK-NUP-dependent RNAs are not due to the overall deficit in Ran-dependent nuclear trafficking.

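RANGAP1-AID cells were analysed in the same way, with 3 untreated libraries and 3 after 2 h of auxin. Between 28208309 and 38148956 reads per library were counted on genes, with a median of 32136092 with auxin and 29874988 without. Their counts included mitochondrial genes, 56663 to 91601 per library, and 65 of the tested genes had no count. The RNA of RANGAP1 itself had a log2 fold change of -0.035.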

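After RANGAP1 loss 97 genes were called, 78 higher and 19 lower, and 72 of them (74.2%) were not called after TPR, NUP153 or NUP50 loss. Of the 85 genes called after TPR loss, 75 were not called after loss of any of the other 3. The 10 genes shared by TPR and RANGAP1 loss were RND3, FOS, STMND1, PRDM1, IER5, PIM1, ALDH1A3-AS1, BCL6, ALDH1A3 and MYLIP. ALDH1A3-AS1 overlaps ALDH1A3 on the other strand. Overlapping genes can hold the same reads in these libraries, so ALDH1A3 and ALDH1A3-AS1 may be a single signal. Chance gives 0.463 (one-sided Fisher's exact test, odds ratio 27.0, p = 3.19e-11, adjusted p = 5.32e-11 over 25 overlaps), and 8 of the 10 rose in both lines. In DLD-1 cells the 13 genes called higher after TPR loss had a median of -0.32 as labelled, with 11 below 0. This is the direction of the auxin-responsive genes there, so a part of the overlap may be a response to auxin in both lines. FOS rose after TPR loss and fell after RANGAP1 loss, by 0.89 (adjusted p = 0.0428 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With a term for the replicate number 427 genes were called after RANGAP1 loss. The count became 35, 53 and 33 without RANGAP1-AID auxin replicate 2 and untreated replicates 1 and 2. The number shared with TPR loss became 5, 4, 4, 5 and 3 without AID-TPR auxin replicates 1 and 3 and untreated replicates 1, 2 and 3.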

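The genes called lower after TPR loss had a median log2 fold change of -0.11 after RANGAP1 loss, and the 13 called higher one of 0.91. An interaction term between the lines passed an adjusted p of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment for 53 genes, 19 of them among the 85, and for 68 of the 85 adjusted over the list alone. FOS and ENSG00000261490 had the larger log2 fold change after TPR loss, the other 51 genes the smaller; ENSG00000261490 is named after its value was seen. With the old AID-TPR libraries 24 genes passed. From the limited overlap, the paper concludes that the changes after loss of these nucleoporins are not due to a general deficit in Ran-dependent transport.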

Further, we analyzed RNA transcripts that were affected upon inhibition of nuclear export receptor CRM1 with Leptomycin B^33^. CRM1 binds NES-containing cargos and participates in export of small nuclear RNAs, ribosomal RNAs, and a subset of mRNAs; it is also involved in regulation of gene transcription^32,34^. Among CRM1s significantly upregulated (DE > 30%, 317 genes) and downregulated (DE > 30%, 642 genes) transcripts, only 6 upregulated and 42 downregulated transcripts had an overlap with TPR-specific RNAs (Supplementary Fig. 5h), suggesting that majority of TPR-dependent RNAs do not engage CRM1 pathway. Finally, we tested whether loss of TPR affects the dynamics of nuclear–cytoplasmic transport of a model NLS/NES-containing substrate and found that the rates of both import and export were not significantly altered in ^AID^TPR cells after auxin addition (Supplementary Fig. 6a, b).

Although TPR-dependent RNAs did not appear to be impacted by disruption of RanGTP- or CRM1-dependent export pathways, we found that long-term (8 h) loss of TPR led to a measurable retention of bulk poly(A) mRNA within the nucleus, with its specific accumulation in nuclear speckles (Fig. 3a, b). Importantly, this phenotype was not observed after depletion of NUP153, NUP50, or RANGAP1 (Supplementary Fig. 6c, d). Notably, bulk poly(A) mRNA retention was also reported after depletion of mRNA export factor NXF1^7^. To test whether TPR-specific transcripts are altered upon NXF1 loss, we constructed ^AID^NXF1 cell line (Supplementary Fig. 6e–h). AID-NXF1 degraded within an hour of auxin addition and prolonged incubation of ^AID^NXF1 cells with auxin resulted in a rapid arrest of cell growth and loss of cell viability (Supplementary Fig. 6f). Two hours of NXF1 loss led to substantial changes in RNA abundance for 927 transcripts (Fig. 2d, DE > 30%, adj. *p* < 0.05). 

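AID-NXF1 cells were sequenced and counted in the way of the AID-TPR libraries without the label old, with 3 untreated libraries and 3 after 2 h of auxin. Between 27590622 and 37765744 reads per library were counted on genes, with a median of 35999117 with auxin and 31394419 without. The RNA of NXF1 itself had a log2 fold change of 0.15, and 50 tested genes had no count. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1446 genes were called, 389 higher and 1057 lower, and 3836 passed the adjusted p at any fold. With any 1 library left out the count stayed between 1198 and 1575. The alternatives gave between 1079 and 1971 called genes.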

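Of the 85 genes called after TPR loss, 70 were also called after NXF1 loss (82.4%), where chance gives 6.9 (one-sided Fisher's exact test, odds ratio 55.5, p = 5.25e-62, adjusted p = 1.64e-61 over 25 overlaps). Called or not, 82 of the 85 (96.5%) changed in the same direction in both lines. The 72 lower ones had a median log2 fold change of -0.92 after NXF1 loss and the 13 higher ones of 0.28. With a term for the replicate number in both fits 243 genes were shared. The 70 became 16, 26, 18, 42 and 19 without AID-TPR auxin replicates 1 and 3 and untreated replicates 1, 2 and 3. The old AID-TPR libraries shared 56 called genes with NXF1 loss (exact p = 2.43e-43, adjusted p = 5.52e-43), where chance gives 6.41.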

Overall NXF1-dependent transcripts overlapped with majority (121 out of 167) of TPR-dependent transcripts, strongly indicating that both proteins participate in the same pathway.

**Fig. 3:**
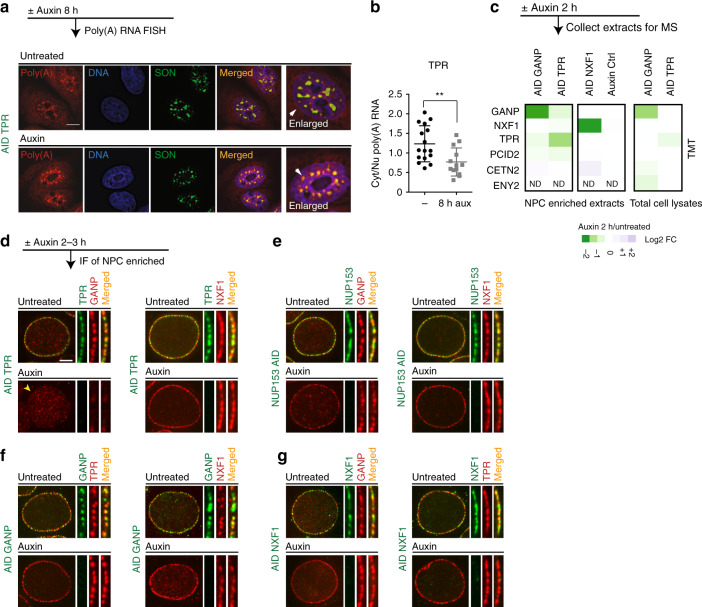
TPR is required for both GANP localization and efficient export of poly(A) RNA. **a** The analysis of cytoplasmic–nuclear distribution of poly(A) RNA in ^AID^TPR cells using oligo(dT)-Quasar 670 probe 8 h after TPR degradation. Note that Poly(A) RNA accumulates in the nuclear speckles. Scale bar: 10 µm. **b** Quantification of cytoplasmic-to-nuclear (Cyt/Nu) Poly(A) RNA distribution. Biological triplicates from two independent experiments were used (**p value 0.0062, *n* = 16 untreated and *n* = 13 auxin-treated cells, unpaired two-tailed Student’s *t* test). Data are presented as mean values; error bars are SD. **c** A heat map of differential abundance of the indicated proteins in either NPC-enriched fractions or total lysates upon loss of GANP, TPR, or NXF1, analyzed by TMT-assisted mass spectrometry. Note that the loss of TPR results in diminished abundance of TREX-2 complex subunits (GANP and PCID2) to the NPC but does not affect their total protein amount. Data represent a repeat of one experiment. **d**–**g** Targeting of GANP and NXF1 to the NPC. **d**, **e** GANP localization at the NE depends on TPR but not on NUP153 or NUP50, while NXF1 localization is not affected upon loss of either BSK-NUPs (see also Supplementary Fig. 7a). **f**, **g** GANP and NXF1 localization at the NE are independent of each other. Scale bar: 5 µm. All BSK-NUPs and NXF1 AID-tagged cell lines were treated with auxin for 2 h; GANP AID-tagged cell line was treated with auxin for 3 h. Data are representative of at least three independent experiments. MS mass spectrometry, IF immunofluorescence, FC fold change, NE nuclear envelope.

### TPR tethers TREX-2 complex to the NPC

The functional overlap of TPR and NXF1 suggested direct TPR involvement in RNA processing and trafficking. We hypothesized that one or several RNA processing or export factors might be recruited to the NPC in TPR-dependent manner in order to perform their function. To address this, we processed NPC-enriched protein extracts by mass spectrometry and found a reduction of GANP^35^ and PCID2 subunits of TREX-2 complex in TPR-depleted cells but not in NUP153- or NUP50-depleted cells (Fig. 3c and Supplementary Data 1). Notably, depletion of GANP was reported to cause poly(A) RNA accumulation in nuclear speckles^7,12,36^, reminiscent of our observations in TPR-depleted cells.

To further examine the relationship between TREX-2 and TPR, we engineered an ^AID^GANP cell line (Supplementary Fig. 6i–l). AID-tagged GANP degraded within 3 h of auxin addition, and prolonged incubation with auxin resulted in a rapid arrest of cell growth and loss of cell viability, similar to NXF1- and TPR-depleted cell lines (Supplementary Fig. 2l and Supplementary Fig. 6f). 

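AID-GANP cells, in which the scaffold of TREX-2 carries the degron, were sequenced with 3 untreated libraries and 3 after 3 h of auxin, the time in the labels and Supplementary Data 2; the legend of Fig. 2 gives 2 h. The reads were counted in the way of the AID-NXF1 libraries. Totals on genes ranged from 26858492 to 47492200, with a median of 45864843 with auxin and 32857779 without; every library with auxin had more counts than every untreated one. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2752 genes were called, 700 higher and 2052 lower, and 5152 passed the adjusted p at any fold. Leaving out single libraries gave counts between 2389 and 2717, and the other alternatives counts between 2141 and 3410. MCM3AP, the gene of GANP, had a log2 fold change of 0.26 (adjusted p = 0.0197 from the same edgeR test), and 43 tested genes had no count.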

We compared the impact of TREX-2 or NXF1 depletion to the loss of BSK-NUPs, analyzing both protein localization and changes in the transcriptome. Immunofluorescent microscopy showed that GANP, which is normally localized to NPC, is dispersed after TPR loss but not after NUP50 or NUP153 depletion (Fig. 3d, e and Supplementary Fig. 7a), confirming the mass spectrometric results (Fig. 3c). GANP and NXF1 were each retained at the NPC in the absence of the other, and TPR localization was not dependent on either protein (Fig. 3f, g). Further analysis showed that similar to GANP, other two TREX-2 complex subunit (PCID2 and ENY2) were mislocalized from the NPC into the nuclear interior after loss of TPR and GANP (Fig. 4a, c, d) but not after loss of NUP153, NUP50 or NXF1 (Fig. 3b and Supplementary Fig. 7b–d). These data support earlier observations that GANP is required for the recruitment of other TREX-2 complex subunits^5^ and highlight the requirement of TPR for TREX-2 localization at the NPC.

**Fig. 4:**
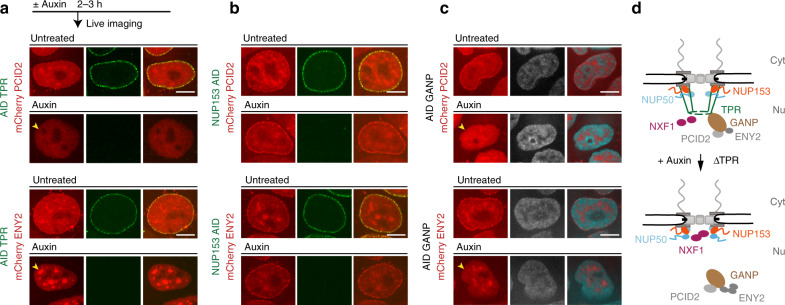
TPR is required for localization of TREX-2 complex at the NPC. **a**–**c** Both TPR and GANP are required for PCID2 and ENY2 localization at the NE. Localization of mCherry-PCID2 and mCherry-ENY2 in cells after acute loss of TPR (**a**), NUP153 (**b**), or GANP (**c**). (see also Supplementary Fig. 7b, c). Note the changes in NPC localization of PCID2 and ENY2 (yellow arrowheads). Scale bar is 7 µm. All BSK-NUPs and NXF1 AID-tagged cell lines were treated with auxin for 2 h; GANP AID-tagged cell line was treated with auxin for 3 h. Data are representative of three independent experiments. **d** A schematic representation of the TREX-2–NPC interaction.

### TPR has a unique function in gene expression regulation of TREX-2-dependent RNAs

Transcriptomic analysis showed that TPR-dependent RNAs overlapped almost entirely with GANP-dependent transcripts, which in turn overlapped extensively with NXF1-dependent RNAs (Fig. 2d, *p* value = 2.3e−117) with similar patterns of upregulation and downregulation (Fig. 2b, f). 

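After GANP loss 84 of the 85 TPR-dependent genes were called (98.8%), 72 lower and 12 higher in both lines. Chance gives 13.1 (one-sided Fisher's exact test, odds ratio 474, p = 1.82e-67, adjusted p = 9.1e-67 over 25 overlaps). All 85 changed in the same direction, with a median log2 fold change after GANP loss of -1.47 for the lower and 0.92 for the higher ones. The old AID-TPR libraries shared 73 of their 79 called genes with GANP loss (92.4%), and all 6 pairs 390 of 457. Blocking by replicate number gave 324 shared genes. The 84 became 18, 31, 21, 44 and 20 without AID-TPR auxin replicates 1 and 3 and untreated replicates 1, 2 and 3, the number called after TPR loss falling with it.

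**Figure D2:**
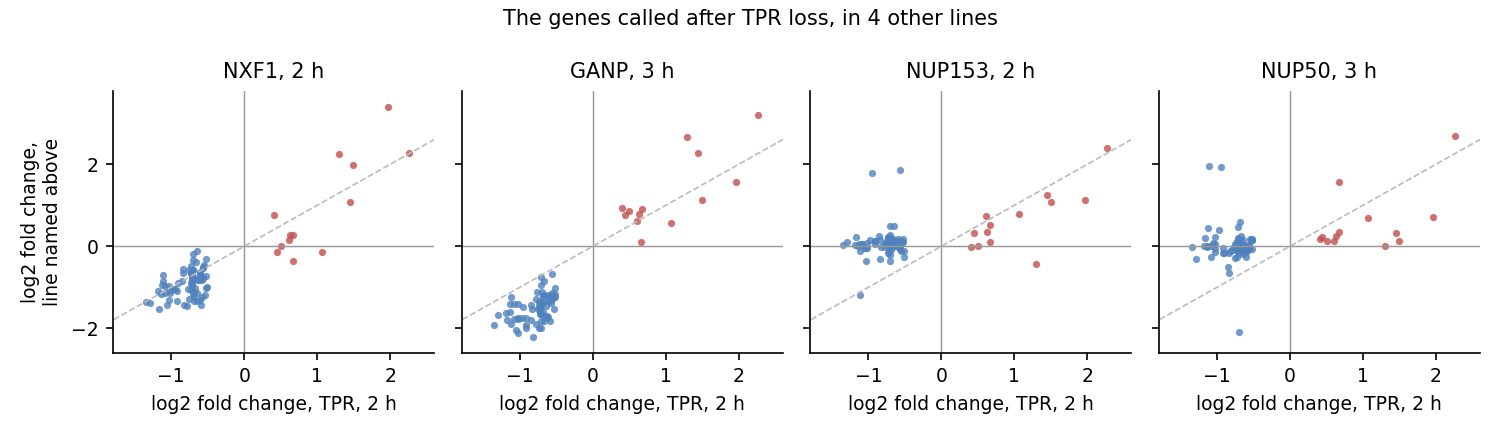
Each point is 1 of the 85 genes called after TPR loss (blue lower, red higher), with its log2 fold change after 2 h of TPR loss on the x axis and that in the line named above the panel on the y axis; the dashed line marks equal values. The blue points lie below 0 after NXF1 and GANP loss (medians -0.92 and -1.47) and around 0 after NUP153 and NUP50 loss (0.06 and -0.005), where 3 and 4 of them had no count and are drawn at 0.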

GANP-, NXF1-, and TPR-dependent RNAs also share similar GO terms (Fig. 2e and Supplementary Data 3). 

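In place of GO terms, the zinc finger list was used as a rough stand-in for 1 class of regulators of transcription, since it was taken by symbol alone. Of the genes called after NXF1 loss 173 belonged to the list, 169 of them lower (chance gives 41.5; one-sided Fisher's exact test, odds ratio 6.44, p = 4.24e-64, adjusted p = 5.51e-63 over 13 tests). After GANP loss it was 218, 197 of them lower, with 79.0 given by chance (odds ratio 4.34, p = 1.14e-50 by the same exact test, adjusted p = 7.41e-50). The medians of the list were -0.38 after NXF1 loss and -0.41 after GANP loss on the log2 scale, and both had p under 0.05 with camera at an estimated correlation (0.0322 and 0.0479).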

In combination with the largely dissimilar transcriptomic patterns observed after NUP153 or NUP50 depletion, these data suggest that TPR has a unique function within the NPC basket to anchor GANP, PCID2, and ENY2 subunits of TREX-2 complex and facilitate export of TREX-2-dependent RNAs.

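The size of the auxin effect differed between AID-TPR and AID-NXF1 cells in 407 genes and between AID-TPR and AID-GANP cells in 1027, by an interaction term in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold change was higher after TPR loss in 373 and 918 of these, respectively. Among the 85 TPR-dependent genes 12 differed from NXF1 loss and 49 from GANP loss (23 and 65 adjusted over the list alone, a list chosen on these libraries). The old AID-TPR libraries gave 185 and 81 differing genes, and a term for the replicate number 2370 and 3937. Leaving out AID-TPR untreated replicate 3 gave 223 and 609. The number against NXF1 became 253, 227, 266 and 225 without AID-NXF1 auxin replicates 1 and 2 and untreated replicates 1 and 2, and that against GANP 545 and 571 without AID-GANP auxin replicate 3 and untreated replicate 3. By imaging, the paper found GANP, PCID2 and ENY2 displaced from pores after TPR loss. Its mass spectrometry found GANP and PCID2 reduced there. To these it adds the shared genes after TPR, GANP and NXF1 loss and the dissimilar patterns after NUP153 or NUP50 loss. From all of this it proposes that TPR anchors TREX-2 at the basket and eases export of the RNAs that depend on it.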

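Of the 1446 genes called after NXF1 loss and the 2752 called after GANP loss, 997 were shared, which is 68.9% of the first set; chance gives 223 (one-sided Fisher's exact test, odds ratio 18.5, log10 p = -520.7). They were lower in both lines in 786 cases, higher in both in 204 and opposite in 7. The auxin effect differed between these lines in 466 genes by an interaction term in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold change, taken with its sign, was higher after NXF1 loss in 223 of them and lower in 243.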

As expected, the majority of GANP- and NXF1-dependent transcripts overlap (Fig. 2d) and share similar GO terms (Supplementary Fig. 7e). Nevertheless, we noticed a subset of transcripts that were affected only after GANP loss. This group of transcripts code proteins that are involved in chromosome organization, DNA packing, and nucleosome assembly, and most of them encode histones, suggesting that GANP may have a special function in processing of these mRNAs. 

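Among the 3 lines AID-TPR, AID-NXF1 and AID-GANP, 1741 genes were called after GANP loss alone, 484 higher and 1257 lower. A narrower set, with log2 fold changes within 0.2 of 0 after both NXF1 and TPR loss, held 263 of them, 140 higher and 123 lower; this bound was chosen after the calls were seen.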

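Replication-dependent histone genes were listed by symbol, and 54 were tested; their copies are so alike that reads can be shared between them. After GANP loss 34 were called, all higher, with log2 fold changes from 0.38 to 0.94 (chance gives 8.34; one-sided Fisher's exact test, odds ratio 9.41, p = 2.89e-15, adjusted p = 1.25e-14 over 13 tests). H4C9, named because it is the one called after NXF1 loss, fell by 0.52 there; none was called by edgeR after TPR loss. All 34 were among the genes called after GANP loss alone, where they made up 7.02% of the higher genes, and 30 were in the set unchanged after NXF1 and TPR loss, where they made up 21.4% of the higher genes (exact p = 2.26e-41). The median log2 fold change of the 54 was 0.47 after GANP loss, with 50 higher and 4 lower, -0.01 after NXF1 loss and -0.08 after TPR loss. Adjusted over the list alone, 48 differed after GANP loss. Camera with a preset correlation gave p = 9.97e-16 (adjusted p = 3.4e-15), fry p = 0.0117 and camera with an estimated correlation p = 0.15, so that the last does not call the set. Summed over the 54 genes, which leaves sharing between copies aside, CPM rose from 10020 ± 985.8 to 13530 ± 1153 (SD, n = 3; exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). From this group of transcripts, the paper proposes that GANP may have a special function in processing histone mRNAs.

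**Figure D3:**
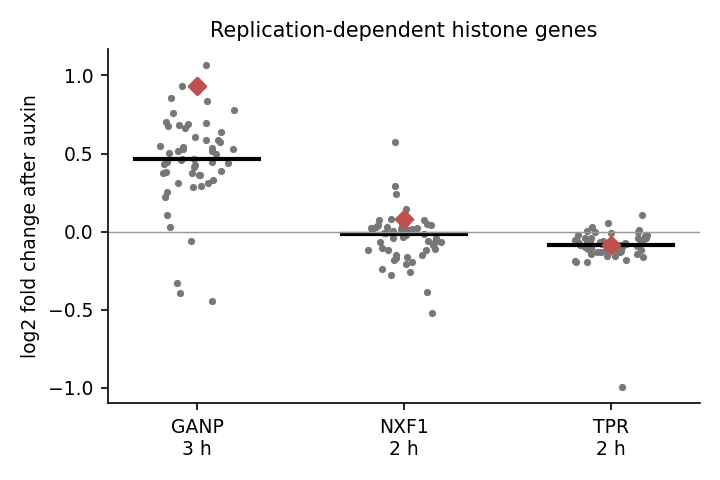
Log2 fold change after auxin (y axis) of each of the 54 histone genes tested (grey points) after GANP, NXF1 and TPR loss, with the median as a black line and H2AC4 as a red diamond. The medians are 0.47, -0.01 and -0.08, and the H2AC4 values 0.94, 0.08 and -0.08.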

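H2AC4, the current symbol of HIST1H2AB (ENSG00000278463), is a gene of 1 exon on chromosome 6 of GRCh38, from 26033092 to 26033618 on the minus strand. It can share reads with other histone copies, which was not measured. After GANP loss it had 242 ± 41.8 CPM against 126.6 ± 17.5 in untreated cells (SD, n = 3), a log2 fold change of 0.94 (standard error 0.13, adjusted p = 0.000406 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called under every alternative and with any of the 6 libraries left out, between 0.81 and 1.06. After NXF1 loss its log2 fold change was 0.08 (adjusted p = 0.541 from the same edgeR test). It was 0.03 after NUP50, -0.07 after NUP153 and -0.11 after RANGAP1 loss. The interaction term between NXF1 and GANP loss was -0.90 on the log2 scale (adjusted p = 0.0113, edgeR).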

Individual GANP-specific RNAs were confirmed by fluorescence in situ hybridization (FISH; Supplementary Fig. 7f and Supplementary Fig. 11c), RNA-seq, and quantitative polymerase chain reaction with reverse transcription (qRT-PCR) experiments (Supplementary Fig. 7g, h).

### TPR does not affect NXF1 dynamics on the NE

Because TPR-, TREX-2-, and NXF1-dependent transcripts overlap, we examined whether TPR is also responsible for tethering NXF1 to the NPC but did not find evidence to support this idea (Fig. 3d). We further tested whether NXF1 dynamics at the NE might be altered in the absence of TPR without detectable impact on its steady-state NPC-bound level. To address this question, we endogenously tagged NXF1 with mCherry fluorescent protein (Supplementary Fig. 8a) and measured the dynamics of mCherry-tagged NXF1 at the NE by fluorescence loss in photobleaching (FLIP) experiments. The dynamics of exchange between NPC-bound and nucleoplasmic NXF1 were similar (Supplementary Fig. 8b, c) regardless of whether TPR was present or not, strongly indicating that NXF1 localization and dynamics are independent of TPR.

### Loss of TPR leads to changes in synthesis of RNA transcripts

To identify the primary reasons underlying changes in RNA-seq profiles upon TPR loss, we treated ^AID^TPR cells with RNA-polymerase inhibitor Actinomycin D (ActD), followed by addition of auxin. 

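The libraries with Actinomycin D, which blocks transcription, come from AID-TPR cells treated for 2 h with ActD alone or with ActD and auxin, with 3 libraries each. Totals on genes had a median of 25432831 with ActD alone and 27760418 with ActD and auxin; 1 library of each group was deeper than the others, with 55411411 and 50132334, and the lowest total was 25130610. Their reads were counted in the way of the old AID-TPR libraries, and 1018 tested genes had no count. Auxin with ActD was compared with ActD alone, so that the effect of ActD itself cancels.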

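With ActD, no gene was called after 2 h of auxin in AID-TPR cells by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, nor by DESeq2, and 78 genes had an unadjusted p under 0.05. In simulated data made from the same libraries, with 200 genes changed by 1.5, 2 or 3-fold, edgeR called 133 of them. It called 36.8% of those changed 1.5-fold, 62.3% of those changed 2-fold and 93.2% of those changed 3-fold. Small changes of single genes could therefore be missed. The 72 genes called lower after TPR loss without ActD had a median log2 fold change of 0.00 with ActD (SD 0.016 over the 3 replicates) against -0.72 without. The 13 called higher had 0.09 with ActD (SD 0.050) against 0.67 without. None of either group had an unadjusted p under 0.05 with ActD in the edgeR test, and none was called by DESeq2. With a term for the replicate number, CSRNP1, DUSP2 and PIM3 were called higher and SNORD3C and MIR1244-2 lower, and these 5 are named after their values were seen. Of the 72 genes, 4 had no count in the ActD libraries; without them the median was 0.002.

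**Figure D4:**
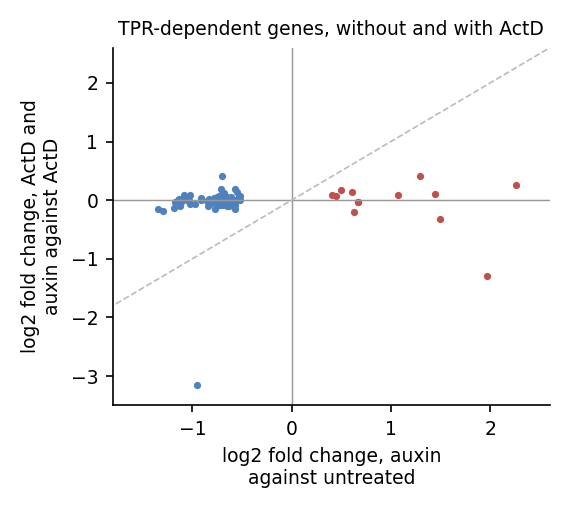
Each point is 1 of the 85 genes called after TPR loss (blue lower, red higher), with its log2 fold change for auxin against untreated on the x axis and for ActD and auxin against ActD on the y axis; the dashed line marks equal values. The blue points lie around 0 on the y axis (median 0.00), and the red ones have a median of 0.09.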

ActD treatment abolished DE of most TPR-regulated RNAs in the presence of auxin, and we confirmed this observation for a subset of representative transcripts using qRT-PCR and FISH (Supplementary Fig. 9a–c and Supplementary Data 2). 

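Whether the auxin effect itself differed without and with ActD was tested by an interaction term over both AID-TPR sets in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over all tested genes 1 passed an adjusted p of 0.05, ZNF12, named after its value was seen. The difference in its log2 fold change was -1.04, lower without ActD (standard error 0.13, adjusted p = 0.0455 from the same edgeR test). That fit had no term for the replicate number, though the libraries bore out the pairs in both sets, so 1 may be too few. Over the 85 genes alone, 76 passed (adjusted over the list alone), which is not independent evidence since the list was chosen on the libraries without ActD. With the old AID-TPR libraries, whose reads were counted in the way of the ActD libraries, 4 genes passed over all genes, HILPDA, FZD7, ZNF12 and BEND3P1, and 76 of the 79 genes called there passed adjusted over the list alone.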

Our findings imply that the majority of changes observed in our RNA-seq data resulted from modulations of transcriptional activity. Surprisingly, only a fraction of genes whose expression changed upon TPR loss (16 out of 167) demonstrated appreciable changes in Ser5P Pol II occupancy (*p* value < 0.05) within the promoters or gene bodies of correspondent genes, as assessed using a chromatin immunoprecipitation (ChIP) assay (Supplementary Fig. 9d, e and Supplementary Data 4). However, when we analyzed upregulated and downregulated TPR genes separately, we found that approximately half of the genes that were upregulated upon TPR loss (9 out of 20) demonstrated increased Ser5P Pol II occupancy, while only few of the downregulated genes (7 out of 140) changed their Ser5P Pol II status, suggesting that TPR-downregulated genes do not change their promoter activity^37^.

To further test the hypothesis that the changes in TPR-dependent RNA abundancy are due to changes in de novo synthesized transcripts, we followed the synthesis of newly transcribed RNAs using a thiol (SH)-linked alkylation for the metabolic sequencing (SLAM-seq) protocol: we supplemented cells with 4-thiouridine (S^4^U) uridine analog for 30 min, 1, and 2 h and then analyzed 3′-untranslated regions (3′-UTRs) of newly labeled transcripts by Quant-seq (Fig. 5a). Total RNAs were processed to allow conversion of S^4^U to cytosine, sequenced, and the T > C reads were used to identify genes that were upregulated and downregulated in response to TPR loss (Fig. 5b). Overall, we detected 1002 transcripts (adj. *p* < 0.1) that changed their expression after depletion of TPR. In agreement with our RNA-seq data, the majority of these transcripts were downregulated (2 h of labeling with S^4^U, total of 4 h auxin addition: Fig. 5c and Supplementary Data 5). Next, we compared top upregulated and downregulated genes from RNA-seq and SLAM-seq data sets. This analysis indicated that the changes of RNA abundance of most of TPR-dependent upregulated and downregulated genes (116 genes) resulted from increased or decreased rates of RNA synthesis, respectively (Fig. 5d, e).

**Fig. 5:**
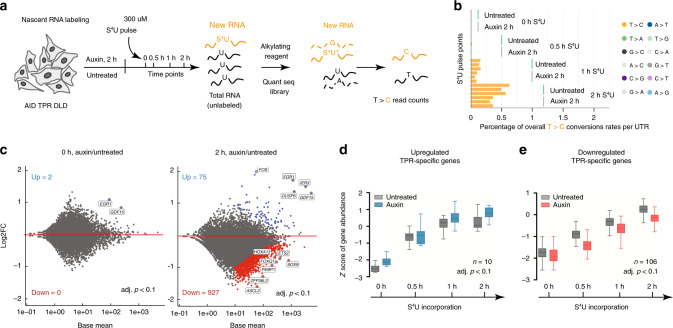
TPR regulates transcription. **a** A workflow of the SLAM-seq experiment. Untreated and 2 h auxin-treated DLD-1 ^AID^TPR cells were labeled with S^4^U for 0, 0.5, 1, or 2 h. 3′UTRs of purified and alkylated RNA was sequenced and T > C reads counts (marked with yellow) were analyzed by the DESeq2 (Supplementary Data 5). **b** Bar plots of the overall T > C conversion rates per UTR analyzed after Quant-Seq. Each bar plot represents an independent repeat of Quant-Seq experiment covering 19,495 genes. Note that conversion events of other nucleotides were not detectable per UTR (detailed information is provided in Source data file). **c** M-A plots representing changes in the abundance of newly synthesized transcripts after TPR loss. All significantly upregulated transcripts are marked in blue and downregulated transcripts in red (FDR-adjusted *p* value <0.1, Wald test). Top upregulated and downregulated genes are indicated. **d**, **e** Dynamics of gene transcription was analyzed for 10 upregulated (**d**) and 106 downregulated (**e**) TPR-dependent transcripts after 0, 0.5, 1, and 2 h after S^4^U pulse labeling. Three independent replicates were used to perform SLAM-seq. Data are represented as mean values of normalized log2 T > C counts that were centered to the mean and scaled to the standard deviation to obtain *Z*-score for each gene. Details of *Z*-score quantification are described in the “Methods” section. UTR untranslated region.

### Loss of TPR leads to nuclear retention of TPR-GANP-dependent RNA transcripts

We examined the fates of individual top TPR-regulated RNAs in more detail. Both SLAM-seq and qRT-PCR analyses confirmed that *c-fos* mRNA was upregulated in response to TPR depletion (Fig. 6b, c). 

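The genes with the largest changes after TPR loss, among those called with a mean of at least 50 counts and no overlap between the values of auxin and untreated libraries, were LINC02029 and PRDM1 (higher) and ZNF552 and ZNF112 (lower). LINC02029, on chromosome 3 of GRCh38 from 157081738 to 157088547, had 3.59 ± 0.22 CPM with auxin and 1.27 ± 0.37 without (SD, n = 3). Its log2 fold change was 1.50 (standard error 0.21, adjusted p = 0.0171 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PRDM1, on chromosome 6 from 105993463 to 106109939, had 10.1 ± 1.92 CPM with auxin and 3.70 ± 0.45 without, a log2 fold change of 1.45 (adjusted p = 0.0061 from the same edgeR test). ZNF552, on chromosome 19 from 57803841 to 57814913, had 3.37 ± 0.55 and 8.63 ± 1.61 CPM, a log2 fold change of -1.35 (adjusted p = 0.013, edgeR). ZNF112, also on chromosome 19, from 44326555 to 44367217, had 1.82 ± 0.026 and 4.48 ± 0.90 CPM, a log2 fold change of -1.29 (adjusted p = 0.0169, edgeR). In the DLD-1 libraries PRDM1 had a log2 fold change of -1.25 and LINC02029 of -0.97 as labelled, neither called. The 10 genes called there went the same way, with a median of -0.89 as labelled, and as a set rose after auxin in the tagged lines. A part of the rise of PRDM1 and LINC02029 may therefore be a response to auxin itself. PRDM1 was called with any library left out. LINC02029 was not called without auxin replicate 1 or 3 or untreated replicate 1 or 3 (log2 fold changes from 1.27 to 1.65 over the 6). ZNF552 was not called without auxin replicate 1 or untreated replicate 3 (-1.48 to -1.21), and ZNF112 not without auxin replicate 1 or 3 or untreated replicate 1 (-1.43 to -1.14). In the old libraries PRDM1, ZNF552 and ZNF112 were called in the same direction, and LINC02029 rose by 2.41 without being called (adjusted p = 0.227, edgeR).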

Coincidentally, Ser5P Pol II occupancy was also increased (Fig. 6a, middle panel). Analysis of transcription dynamics over a 2-h time course of S^4^U labeling indicated that the number of *c-fos* transcripts continued to rise over the course of the experiment (Fig. 6b). In addition, *c-fos* transcripts were specifically upregulated upon loss of TPR but not after loss of either NUP50 or NUP153 (Fig. 6c). To localize *c-fos* transcripts within cells, we performed in situ analysis using a RNAScope-based protocol that allows visualization of single RNA molecules^38^. Acute depletion of TPR led to obvious increase in the number of *c-fos* foci (Fig. 6g). Interestingly, those foci were mostly detected inside cell nuclei, and the ratio of cytoplasmic-to-nuclear signal substantially dropped (0.39 ± 0.09, in comparison to the ratio found in untreated cells: 1.4 ± 0.17, *p* value = 0.0022, Fig. 6h). Altogether, these data indicate that there is increased transcription of the *C-FOS* gene in TPR-depleted cells; at the same time, these newly synthesized *c-fos* transcripts were not efficiently exported from the nucleus (Fig. 6g, h), thus indicating that TPR controls both transcription and export of *c-fos* RNA. 

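GDF15 (ENSG00000130513) lies on chromosome 19 of GRCh38 from 18374731 to 18389176, and EGR1 (ENSG00000120738) on chromosome 5 from 138465479 to 138469303. After 2 h of TPR loss GDF15 had 493.3 ± 255 CPM against 258.8 ± 67.8 in untreated cells (SD, n = 3), a log2 fold change of 0.93 (standard error 0.31, adjusted p = 0.327 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). EGR1 had 235.8 ± 106.2 CPM against 139.0 ± 36.4, a log2 fold change of 0.76 (standard error 0.29, adjusted p = 0.417 from the same edgeR test). For both genes the libraries with auxin and without overlapped. Without auxin replicate 2 the log2 fold change of GDF15 was 0.44 and that of EGR1 0.36. Both were called with a term for the replicate number, with 0.85 for GDF15 and 0.71 for EGR1, and with no filter on low counts. In the old libraries GDF15 rose by 1.94 (816.9 ± 156.3 against 212.7 ± 17.3 CPM, adjusted p = 0.00196, edgeR) and EGR1 by 2.49 (225.3 ± 146.3 against 40.0 ± 10.7 CPM, adjusted p = 0.0282, edgeR). Over all 6 pairs the log2 fold changes were 1.43 (adjusted p = 0.00445) and 1.61 (adjusted p = 0.026) from the same edgeR test with a term for the label.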

Importantly, two other top upregulated TPR-dependent transcripts, *gdf15* and *egr1*, behaved in a similar manner (Supplementary Fig. 10a–g).

**Fig. 6:**
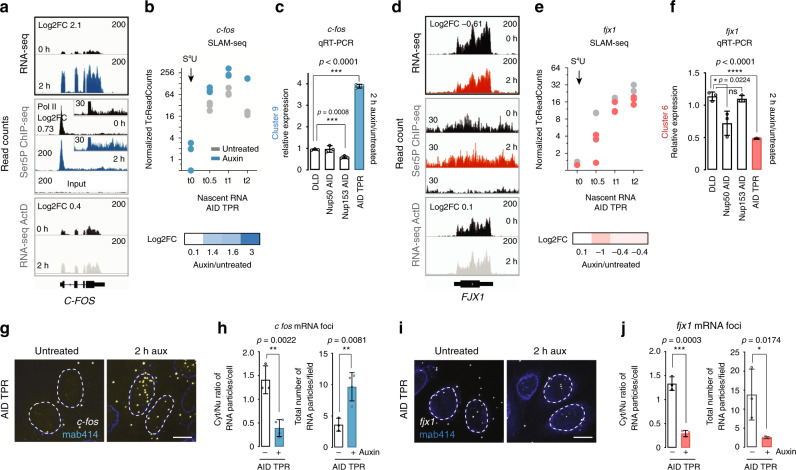
TPR controls both transcription and RNA export. **a**, **e** IGV snapshots of RNA-seq, Ser5P Pol II ChIP-seq, and ActD RNA-seq results for two representative transcripts *c-fos* (blue) and *fjx1* (red). Log2FC is shown separately for each experiment. We performed three and two independent biological replicates for RNA-seq and ChIP-seq experiments, respectively. **b**, **e** Top: Normalized T > C count plots for *c-fos* and *fjx1* transcripts. Three independent replicates are shown on the plot. Bottom: Log2FC of T > C counts of auxin treated vs. untreated sample at each time point from three independent biological replicates (Supplementary Data 5). **c**, **f** qRT-PCR analysis of *c-fos* and *fjx1* RNA abundance 2 h after TPR, NUP50, or NUP153 loss. Graphs show mean values of three technical replicates of one experiment, error bars are SD. Asterisks indicate *p* value *<0.1, ***<0.001, ****<0.0001 (unpaired two-tailed Student’s *t* test), ns non-significant (*p* > 0.05). Exact *p* values are indicated on the graphs and in Source data file. **g**, **i** RNA-FISH analysis of localization of *c-fos* and *fjx1* transcripts after 2 h of TPR loss. Note that both *c-fos* and *fjx1* transcripts were retained within the nucleus. Data are representative of two independent experiments. **h**, **j** Quantification of cytoplasmic to nucleus (Cyt/Nu) ratio and total number of mRNA foci after TPR loss. Data are presented as mean values, error bars are SD. Asterisks indicate *p* value *<0.1, **<0.01, ***<0.001 (unpaired two-tailed Student’s *t* test). Three independent fields from two independent experiments were used for *c-fos* (untreated cells, *n* = 51; auxin-treated cells, *n* = 69 for AID-TPR cell line) and *fjx1* (untreated cells, *n* = 30, auxin-treated cells, *n* = 50) mRNA foci quantification. Exact *p* values are indicated on the graphs and in Source data file. FC fold change.

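FOS (ENSG00000170345) lies on chromosome 14 of GRCh38 from 75278826 to 75282230 and has 4 exons. FJX1 (ENSG00000179431) is a gene of 1 exon on chromosome 11, from 35618460 to 35620865. After 2 h of TPR loss FOS had 33.2 ± 13.2 CPM against 13.5 ± 1.41 in untreated cells (SD, n = 3), a log2 fold change of 1.30 (standard error 0.23, adjusted p = 0.041 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was not called without auxin replicate 3 (adjusted p = 0.106) or untreated replicate 1 (0.178), 2 (0.0655) or 3 (0.167) in the edgeR test, and its log2 fold change was 0.93 without auxin replicate 2, the lowest of the 6. FJX1 had 7.75 ± 1.94 CPM against 11.9 ± 1.22, a log2 fold change of -0.61 (standard error 0.17, adjusted p = 0.198, edgeR), and every auxin library lay below every untreated one, which chance gives in 10% of such comparisons of 3 with 3. It was called by DESeq2 (adjusted p = 0.0277), in one fit over 60 libraries, with no filter on low counts and with a term for the replicate number (log2 fold change -0.62). In the old libraries FOS rose by 2.80 (adjusted p = 0.00394, edgeR), with 18.8, 30.8 and 37.1 CPM with auxin and 4.79, 4.64 and 4.05 without. FJX1 fell by 0.57 there (adjusted p = 0.309, edgeR), with 11.3, 14.5 and 10.6 CPM with auxin and 22.2, 17.4 and 18.8 without. Over all 6 pairs the log2 fold changes were 1.99 for FOS (adjusted p = 0.0012) and -0.59 for FJX1 (adjusted p = 0.0238), edgeR with a term for the label. With ActD the changes after auxin were 0.41 (standard error 0.53) for FOS and 0.11 (standard error 0.18) for FJX1, neither called.

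**Figure D5:**
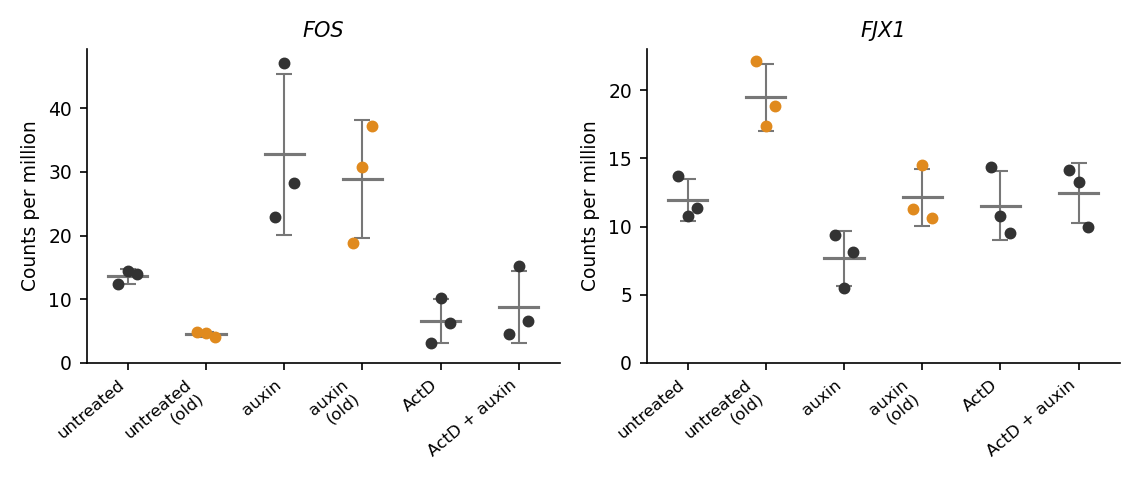
CPM of FOS (left) and FJX1 (right) in each AID-TPR library, not TMM-normalized; black points are libraries without the label old, orange points the old ones, and grey lines the mean ± SD of 3. FOS is higher with auxin in both sets without ActD, and FJX1 is lower in both, while the groups overlap with ActD.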

We similarly analyzed transcripts whose abundance decreased after depletion of TPR. We verified reduction in *fjx1* mRNA by qRT-PCR (Fig. 6f); this change was specific to TPR, as we did not detect *fjx1* changes after depletion of either NUP153 or NUP50 (Fig. 6f). SLAM-seq analysis demonstrated that *fjx1* synthesis was rapidly decreased after TPR depletion (Fig. 6e). However, unlike the case of TPR-dependent upregulated genes we found little or no TPR-dependent changes in Ser5P Pol II distribution along the *fjx1* locus (Fig. 6d, middle panel), suggesting that the changes in *fjx1* mRNA abundance cannot be linked to changes in Ser5P Pol II occupancy. However, because we could not detect an obvious peak of Ser5P Pol II at the *fjx1* promoter and the overall Ser5P Pol II occupancy at this locus was extremely low, it is possible that RNA transcription of this locus does not rely on Ser5 phosphorylation. RNA FISH experiments confirmed reduction of the overall number of *fjx1* transcripts after TPR depletion (Fig. 6i). Importantly, remaining *fjx1* mRNA foci resided almost exclusively within the nucleus, as the ratio of cytoplasmic-to-nuclear signal significantly diminished (1.33 ± 0.14 in control cells vs. 0.29 ± 0.06 in auxin-treated cells, Fig. 6j). Similar patterns of RNA behavior were observed for two other strongly downregulated transcripts, *ascl2* and *hoxa13* (Supplementary Fig. 10h–n). 

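ASCL2 (ENSG00000183734) lies on chromosome 11 of GRCh38 from 2268498 to 2270588, and HOXA13 (ENSG00000106031) on chromosome 7 from 27193503 to 27200091, where HOTTIP overlaps it on the other strand. After TPR loss ASCL2 had 60.5 ± 4.11 CPM against 79.9 ± 5.30 in untreated cells (SD, n = 3), a log2 fold change of -0.40 (standard error 0.077, adjusted p = 0.0519 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). HOXA13 had 51.9 ± 6.35 CPM against 75.2 ± 7.99, a log2 fold change of -0.54 (standard error 0.10, adjusted p = 0.0555 from the same edgeR test). For both genes every library with auxin lay below every untreated one. Within these 6 libraries, HOXA13 was called by DESeq2, with no filter on low counts, with a term for the replicate number, in one fit over 60 libraries and without untreated replicate 2, and not under the other alternatives. ASCL2 passed the limit on the adjusted p by DESeq2, with no filter, with a term for the replicate number, with library sizes alone and with the filter on CPM and FPKM, but its fold stayed above 0.7 under each alternative on these 6 libraries. In the old libraries ASCL2 fell by 1.31 (69.0 ± 22.7 against 171 ± 25.0 CPM, adjusted p = 0.0451, edgeR) and HOXA13 by 1.19 (51.4 ± 10.2 against 117.7 ± 16.6 CPM, adjusted p = 0.0199, edgeR). Over all 6 pairs the log2 fold changes were -0.86 and -0.87 (adjusted p = 0.0146 and 0.00265, edgeR with a term for the label).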

Taken together, our data suggest that RNAs whose abundance is decreased after loss of TPR require this nucleoporin for efficient transcription-coupled processing and export.

Notably, intracellular distribution patterns of all tested TPR-dependent mRNAs (*c-fos*, *gdf15*, *hoxa13*, and *fjx1*) closely mimicked their patterns when either GANP or NXF1 were depleted (Supplementary Fig. 11a), strongly indicating that TPR, TREX-2, and NXF1 operate in the same RNA pathway. We thus observed a consistent pattern in which majority of TPR-specific genes undergo rapid transcriptional changes and both downregulated and upregulated mRNAs failed to be translocated to the cytoplasm in the absence of TPR, GANP, or NXF1.

## Discussion

In this study, rapid depletion of individual AID-tagged BSK-NUPs allowed us to demonstrate discrete functions of these nucleoporins with a temporal resolution that was previously not attainable. In particular, we found that BSK-NUPs could be depleted from the pre-assembled nuclear pores independently of each other, except NUP50, whose localization depends on NUP153. Because loss of BSK-NUPs did not destabilize the overall nuclear pore composition in the assembled nuclear pores, it was possible to analyze the specific functions of individual BSK-NUPs.

Notably, our data explain earlier contradictory findings regarding TPR localization at the NPC after depletion of NUP153^2,9–11,19^: TPR remained normally localized at the NPC despite NUP153 depletion from the assembled pores (Fig. 1d). However, loss of NUP153 led to failure of TPR to be recruited back to the NPC during NPC reassembly in postmitotic cells, causing formation of cytosolic aggregates of TPR (Supplementary Fig. 3f). We speculate that the inability of TPR to associate with NUP153-depleted postmitotic NPCs might reflect failed nuclear import of TPR. Notably, we detected a slight decrease in TPR abundance after NUP153 loss in mass spectrometric samples prepared from asynchronous cells (Fig. 1c). It will be of interest to determine whether this change solely reflect a failure of postmitotic recruitment of TPR to the NPC or whether this change also results from some requirement for NUP153 in recruitment of TPR to new NPCs that are formed during expanding nuclear growth in interphase.

By reducing the time needed for depletion of nucleoporins, we identified unique transcriptomic changes associated with NUP50, NUP153, or TPR loss. Although transcriptomic profiles of NUP153-depleted mouse embryonic stem cells^21^ and Drosophila SL-2 cells^39^ have been reported, analysis of RNA abundance after acute loss of NUP153, NUP50, or TPR has not been documented before. Importantly, such transcriptomic responses would be unlikely to arise through altered postmitotic NPC assembly defects or prolonged putative disruption of nuclear–cytoplasmic transport—two confounding problems associated with RNAi-based depletion of nucleoporins. Interestingly, RNA-seq profiles that we obtained after acute loss of individual BSK-NUPs differ not only from each other but also from transcriptomic changes caused by defects in protein nucleocytoplasmic protein transport, resulted from loss of RANGAP1 or CRM1 function (Supplementary Fig. 5g, h).

Among the BSK-NUPs, TPR had a dominant impact on RNA abundance. Moreover, TPR-specific changes closely mimicked those that resulted from loss of either NXF1 or GANP (Fig. 2 and Supplementary Fig. 11a), indicating a close alignment of TPR function to TREX-2 and NXF1 activities in RNA expression, processing, and export. Notably, TPR-dependent changes in RNA abundance within 2 h of TPR depletion (Fig. 2b) appear to result largely from altered rates of RNA synthesis (Fig. 5). Experiments involving ActD further support this interpretation, as most observed changes in TPR-regulated RNAs were abolished in the presence of this transcription inhibitor (Supplementary Fig. 9a). However, only about 2% of all changes in RNA-seq profiles were accompanied by Ser5P Pol II recruitment to corresponding genes, indicating a role of TPR in subsequent transcription and/or transcription-coupled processing. It is conceivable that loss of TPR results in stalling of transcription complexes with unprocessed RNAs at corresponding genes or in specific nuclear bodies, similar to the cases when RNA processing factors, such as TREX-2, are depleted (reviewed in refs. ^40,41^), and this will be an interesting subject for future investigation.

Consistent with its close functional alignment to TREX-2, TPR was the only nucleoporin within the basket required for NPC recruitment of GANP and other subunits of the TREX-2 complex. These observations further demonstrate an exclusive function of TPR in coupling transcription and export that is not shared with NUP153 or NUP50. We speculate that the requirement for NUP153 in tethering TPR during postmitotic NPC re-assembly may at least partially explain previous observations arguing for an essential role of NUP153 in TREX-2-dependent RNA export^7^. Intriguingly, TPR depletion altered only TREX-2 but not NXF1 localization at the NE (Fig. 3d). This raises interesting questions regarding the functional relationship of TPR and NXF1 at NPCs. Notably, recent reports suggest that NXF1-binding sites within the NPC are not closely adjacent to TPR and that NXF1 occupies sites on the cytoplasmic side of the NPC^42^. Consistent with this report, our findings indicate that NXF1 association with NPCs is independent of TPR, and we speculate that loss of TPR phenocopies loss of NXF1 because NXF1 operates upstream of both TPR and GANP at early steps of mRNA processing^1^.

TREX-2 coordinates transcription, 3′-end processing, and mRNA export, the processes that are tightly coupled together^40^, and emerging evidence suggest that NXF1 and TREX-2 regulate transcription and processing both directly and indirectly through mechanisms that contain regulatory feedback loops. Mammalian GANP/NXF1-dependent RNAs are highly enriched in transcripts that encode components of the gene expression machinery^6^, and loss of the yeast GANP homolog (Sac3) similarly impacts the expression of RNAs that fall within GO terms of “transcription” and “mRNA processing”^40^. We found that TPR loss specifically impacted a group of mRNAs similar to the mammalian GANP/NXF1-dependent RNAs (Fig. 2 and Supplementary Data 3). The similarity in patterns for transcriptomic changes after loss of NXF1, TREX-2, and TPR would be consistent with their incorporation with the same feedback regulatory circuits. Importantly, despite the extensive overlap between TPR-, GANP-, and NXF1-dependent transcripts, a subset of mRNAs responded only to loss of GANP or NXF1 (Fig. 2 and Supplementary Fig. 7f). In particular, loss of GANP impacted RNAs that encode proteins involved in chromatin organization and nucleosome assembly, particularly histone genes. These RNAs are neither TPR nor NXF1 dependent, suggesting the role of GANP in controlling these mRNAs may be independent of the regulatory circuits for RNAs controlled by all three proteins.

Impacted RNAs that we examined also showed TPR dependence for RNA export. This finding is consistent with earlier observations that TPR regulates mRNA export of transcripts with retained introns in yeast and mammals^36,43^. Notably, RNAi-mediated knockdown of TPR in mammalian cells facilitates export of retroviral *cis*-acting constitutive transport element-containing RNAs to the cytoplasm^18,36^. In yeast, Mlp1, a TPR homolog, is required for nuclear retention of intron-containing mRNAs and pre-mRNAs leak into the cytoplasm in the absence of Mlp1^43^. Intriguingly, it has recently been reported that incorporation of additional introns into a model RNA substrate bypasses the export requirement for TPR^44^. However, we find that prolonged TPR resulted in dramatic poly(A) RNA retention within the nucleus, associated with the nuclear speckles (Fig. 3). Moreover, the most upregulated (e.g., *c-fos* and *gdf15*) and downregulated (*hoxa13* and *fjx1*) transcripts were all retained within the nucleus after acute loss of TPR. These transcripts contain various number of introns (0–3), indicating that the mere presence of intron(s) cannot be the sole determinant that allows avoidance of TREX-2/TPR pathway. Importantly, most TPR-dependent transcripts were also retained within the nucleus in GANP- or NXF1-depleted cells, again indicating an epistatic relationship between NXF1, TREX-2, and TPR.

Overall, we propose the following working model based on our results: (a) NXF1 binds all TPR–GANP dependent transcripts at early steps of mRNA processing, (b) GANP is then recruited to RNPs that are processed by NXF1^12^, and (c) TPR works as an accessory protein for TREX-2-bound RNPs. Given the singular importance of TPR in this context, it will be important to investigate in future experiments whether it acts as a landing platform for TREX-2-bound mRNA at the NPC or whether TPR plays more “active” role in searching TREX-2 particles during transcription, ensure their functionality, and then deliver them to the NPC for efficient export. In this light, it will also be important to learn whether basket NUPs’ fast dynamics^45^ at the NPC contributes to its involvement in RNA transcription/processing.

AID-mediated degradation will be pivotal in future analysis of this model and of many other transport and RNA-processing pathways. It will not only be instrumental for discovering architectural composition of extremely complex molecular machines but also in determining how the NPC works as a hub for integration of these pathways to each other.

## Methods

### Cell culture

The human colorectal cancer cell line DLD-1 was cultured in Dulbecco’s modified Eagle’s medium (DMEM; Life Technologies) supplemented with heat-inactivated 10% fetal bovine serum (FBS; Atlanta Biologicals), antibiotics (100 IU/ml penicillin and 100 μg/ml streptomycin), and 2 mM GlutaMAX (Life Technologies) in 5% CO_2_ atmosphere at 37 °C. Cells for gene targeting were transfected with 500 ng of donor and gRNA plasmids in ratio 1:1 using ViaFect (Promega) transfection reagent according to the manufacturer’s instruction (see Supplementary Methods for details).

### Gene targeting

RCC1 (NC_000001.11) locus was chosen to knock-in TIR1. Using CRISPR/Cas9-mediated recombination, RCC1 was targeted with a construct that contains an IFP (IFP2.0 Addgene #54785^46^ or miRF670, Addgene #79987^47^), 9Myc-TIR1 (Addgene #47328^48^), and a blasticidin resistance gene (*bsr*, pQCXIB #631516, Clontech) sequences. iRFP670/IFP2.0, TIR1, and *bsr* were separated from each other by self-cleavage peptide P2A. Because the presence of TIR1 integration can potentially reduce the protein levels of AID-targeted protein, we first integrated AID degron and an NG fluorescent protein into basket nucleoporins’ genes and then integrated TIR1-containing cassette into the RCC1 locus.

### Plasmid construction

The CRISPR/Cas9 system was used for endogenous gene targeting. All gRNA plasmids were generated with primers listed in Supplementary Table 1 (IDT) and integrated into pX330 (Addgene #42230) vector using Zhang Lab General Cloning Protocol^49^. The sequences of homology arms were amplified from genomic DNA extracted from DLD-1 cells, and the full-length 229 amino acid AID (flAID), hygromycin, and TIR1 sequence were amplified by PCR from pcDNA5-EGFP-AID-BubR1 (Addgene #47330)^48^ and pBABE TIR1-9Myc (Addgene #47328)^48^ plasmids, respectively. The DNA sequence of NG fluorescent protein, FLAG tag, HA tag, a minimal functional AID tag (1×microAID) 71–114 amino-acid^50^, and three copies of reduced AID tag (3×miniAID) 65–132 amino-acid^51^ were codon optimized and synthesized (IDT). cDNAs of mCherry and puromycin resistance were amplified from pmCherry-N1 (632523, Clontech) and pICE vector (Addgene #46960)^52^, respectively.

### Genotyping

DNA from DLD-1 and CRISPR/Cas9-targeted cells was extracted with the Wizard® Genomic DNA Purification Kit (Promega). Clones were genotyped by PCR for homozygous insertion of tags with two sets of primers listed in Supplementary Table 1.

### Crystal violet staining

Survival of AID-targeted nucleoporins after auxin treatment was estimated according to Feoktistova^53^ with modifications (see Supplementary Methods for details).

### Time-lapse fluorescence microscopy

Cells were grown on four-well glass bottom chambers (Ibidi), imaged on the Eclipse Ti2 inverted microscope (Nikon), equipped with a spinning disk confocal system (UltraVIEW Vox Rapid Confocal Imager; PerkinElmer), and controlled by the Volocity software (PerkinElmer) utilizing Nikon CFI60 Plan Apochromat Lambda ×60/1.4 oil immersion objective lens with D-C DIC slider ×60 II and ×40/1.3 oil Nikon PlanFluor immersion objective lens. Cells were imaged in FluoroBrite DMEM (ThermoFisher) media. The microscope was equipped with temperature-, CO_2_-, and humidity-controlled chamber that maintained a 5% CO_2_ atmosphere and 37 °C.

NG and mCherry fluorescent protein signals were excited with a 488-nm (no more than 20% of power was applied) and 568-nm (no more than 50% of power was applied) laser lines, respectively. A series of 0.5 µm optical sections were acquired every 10 min (Supplementary Fig. 4) or 20 min (Supplementary Fig. 3). Images were captured and analyzed using the Volocity (PerkinElmer) and Image J (National Institutes of Health) softwares, respectively. Images represent maximum intensity projections of entire *Z*-stacks.

### Immunofluorescence staining

DLD-1 cells expressing fluorescently targeted nucleoporins were seeded on coverslips in 1.2 × 10^5^ density on 60-mm dishes and grown for 2 days. Cells were washed with phosphate-buffered saline (PBS), pH 7.4, and immediately fixed with 4% paraformaldehyde in PBS at room temperature (RT) for 15 min, permeabilized with 0.5% Triton X-100 for 10 min, and blocked with 10% horse serum for 20 min. For NUP133 antigen retrieval, cells were washed with PBS and fixed with 4% paraformaldehyde in PBS, containing 0.5% Triton X-100 at RT for 15 min. For NXF1 and GANP NE visualization, cells were propagated on 8-well Nunc Lab-Tek slides for 2 days, then washed three times with Buffer A (see “NPC-associated proteins by mass spectrometry”) and fixed in 4% paraformaldehyde in PBS at RT for 10 min. Localization of other nucleoporins was detected by specific primary antibodies and AlexaFluor-conjugated secondary antibodies (Invitrogen). The nuclei were visualized with Hoechst 33342 (Invitrogen). Images were acquired using an Olympus IX71 inverted microscope (Olympus America Incorporation), equipped with an UltraVIEW spinning disk confocal system (UltraVIEW ERS Rapid Confocal Imager; PerkinElmer), and controlled by the Volocity software (PerkinElmer) utilizing an Olympus UPlanSApo ×100/1.4 oil objective.

Brightness and contrast were applied equally to all images within the experiment using the Fiji software version 2.0.0-rc-68/1.52e. RGB images from Fiji were processed using Adobe Photoshop and Adobe Illustrator CS5.1.

### Analysis of NPC and NPC-associated proteins by mass spectrometry

NPC-containing fraction (NPC-enriched, NPCCF) was isolated according to Cronshaw^54^, with modifications. In brief, cells were incubated 2 × 5 min in buffer A (20 mM HEPES, pH 7.8; 2 mM dithiothreitol (DTT), 10% sucrose, 5 mM MgCl_2_, 5 mM EGTA, 1% TX100, 0.075% sodium dodecyl sulfate (SDS)) at RT, followed by incubation in buffer B (20 mM HEPES, pH 7.8; 2 mM DTT, 10% sucrose, 0.1 mM MgCl_2_), containing 4 µg/ml RNase A (Promega) for 10 min at 37 °C, and washed in buffer A. NPCCF was eluted by incubating the plates in buffer C (20 mM HEPES, pH 7.8; 150 mM NaCl, 2 mM DTT, 10% sucrose, 0.3% Empigen BB) for 10 min at 37 °C. The supernatant was spun for 3 min at 28,000 × *g* (HB-6 rotor) at 4 °C, transferred to the new tubes, incubated on ice for 30 min, and saturated TCA was added to the final concentration of 8%, followed by centrifugation and subsequent washes of the pellet in ethanol. The NPCCF pellet was then solubilized in buffer D (8 M urea, 5 mM DTT) by pipetting, rigorously vortexed, and centrifuged for 1 min at 11,000 × *g*. The supernatant was collected, and the protein concentration was measured.

Total cell lysates were prepared as follows: Cells, grown on 150 mm plate, were washed 5 times with PBS, scraped and pelleted down at 300 × *g* for 5 min. The pellet was tapped loose and quickly resuspended in 1 ml of lysis buffer (8 M urea, 10 mM DTT) and incubated for 15 min on ice. In all, 0.7 ml of viscous lysate was ultracentrifuged at 500,000 × *g* (Beckman TLA-120 rotor) for 1 h at +4 °C. The supernatant was stored at −70 °C before processing for mass spectrometry or SDS–polyacrylamide gel electrophoresis (PAGE).

Samples were either individually analyzed with liquid chromatography mass spectrometry (LCMS) for label-free quantitation or analyzed as multiplex sets, after labeling with TMT reagents (TMT10plex label reagent set, Thermo Scientific), according to the manufacturer’s instructions. The mass spectrometric analysis was conducted on an LTQ Orbitrap Lumos (Thermo Fisher Scientific) based nanoLCMS system. Protein identification and quantitation analysis were carried out on Proteome Discoverer 2.2 platform (Thermo Fisher Scientific). Peptide IDs were assigned by searching the resulting LCMS raw data against UniProt/SwissProt Human database using the Mascot algorithm (V2.6, Matrix Science Inc.). And peptide-spectrum matches were further validated with Percolate algorithm. We determined the protein-level fold changes based on the median of peptide-level fold changes from the Proteome Discoverer-produced abundances in handling both TMT and Label-free results. TMT- and Label-free fold changes of relevant proteins for NPC-enriched and total cell lysate are shown in Supplementary Data 1 and full protocol is described in Supplementary Methods.

### Fluorescence loss in photobleaching

DLD-1 ^AID^TPR-NXF1^mCherry^ cells were seeded on 4-well glass-bottom chambers (Ibidi) in FluoroBrite DMEM supplemented with heat-inactivated 10% FBS (Atlanta Biologicals) and antibiotics (100 IU/ml penicillin and 100 μg/ml streptomycin). Cells were imaged on a Zeiss LSM 780 confocal microscope with a ×63/1.4 Plan-Apochromat oil objective, with a stage-top incubator set at 37 °C and 5% CO_2_. Fluorescence images were recorded in the red channel at zoom ×5, 256 × 256 pixels, with the excitation set at 1% of the 561 nm laser and the pinhole fully open. Differential interference contrast images were recorded in parallel to better identify the nucleus and NE. For FLIP, we used a 120-point time series with an interval of 0.195 s. Five prebleached images of each cell were taken, and then the center of the cell nuclei were bleached by 100% 561 nm laser in an area of 44 × 39 pixels (4.6 × 4.1 µm) with 20 iterations. Bleaching was repeated every image, increasing the delay between images to 0.840 s.

The intensity of the bleached region of interest (ROI) and the NE (npcROI, 6 × 12 pixels or 0.63 × 1.26 µm) were measured every time point, together with the intensity of the NE signal of the neighboring cell (cROI) to assess fluorescence losses due to the imaging laser. The relative fluorescence intensity of the pre-bleached region was taken as 100%. To calculate normalized npcROI (Fn), we used the following equation $${\rm{Fn}} = \frac{{({\rm{npcROI}}\;{\rm{ti}}/r\;{\rm{ti}})}}{{({\rm{npcROI}}\;{\rm{t0}}/r\;{\rm{t0}})}} \ast 100$$, where npcROI t0/*r* t0 is the normalized fluorescent intensity at time 0 and npcROI ti/*r* ti at the given time point, and *r* is the coefficient of photobleaching rate. To quantify photobleaching rate, we used cROI of neighboring control cells before (cROI t0) and after (cROI ti) photobleaching and the following equation $$r = \frac{{{\rm{cROI}}\;{\rm{ti}}}}{{{\rm{cROI}}\;{\rm{t0}}}}$$. The data collected after photobleaching were plotted using the Prism software and compared using unpaired *t* test.

### Protein transport assay

The nuclear transport assay was adapted from the protocol outlined in Niopek et al.^55^. Briefly, ^AID^TPR cell lines were seeded on Ibidi μ-Slide glass bottom slides, transfected with 500 ng of NLS-mCherry-LEXY plasmid (pDN122) (Addgene plasmid # 72655^55^), and kept in the dark for 24 h prior to imaging. NLS-mCherry-LEXY positive cells were first excited with a 561 nm laser line with 30 ms exposure and imaged every 30 s for 10 min. Next, the cells were exposed to 405 nm laser line with 1 s exposure every 30 s to induce nuclear export of model substrate, which was monitored for 15 min. The 405-nm laser was then shut off to induce nuclear import of model substrate, which was monitored for 20 min. During the course of the experiment, cells were imaged every 30 s using 561 nm laser to follow mCherry signal of the model substrate. Image analysis was performed on the Volocity (PerkinElmer) and ImageJ (National Institutes of Health) softwares with Time Series Analyzer V3 plugin and ROI Manager dialog box.

### Protein extraction and Western blot

Pellets of DLD-1 cells were lysed in 2× Laemmli Sample Buffer (Bio-Rad), boiled for 15 min at 98 °C, and ultra-centrifuged at 500,000 × *g* (TLA-120.1 rotor) for 10 min at 16 °C. SDS-PAGE and western blotting were performed as described elsewhere^56^, see Supplementary Methods for details.

### Quantitative PCR with reverse transcription

Trizol-extracted RNA from cells was treated with Turbo DNA-free DNAse (ThermoFisher) and purified on the RNAeasy MiniKit (Qiagen) columns according to the manufacturer’s protocol. One thousand three hundred micrograms of DNA-free RNA were used for cDNA synthesis with random hexamers (NEB) using the SuperScript II (ThermoFisher) Kit as suggested by the protocol. Quantitative PCR was performed using PrimeTime® Predesigned qPCR Assays (IDT, Supplementary Table 1) using CFX Connect™ Real-Time PCR Detection System (Bio-Rad). The relative transcript level was determined by normalizing to the expression level of ACTB and POLR2A genes using ddCq-method. Relative expression of differentially expressed genes were plotted with scatter plot-bar function using the Prism software. Data are presented as the mean value where error bars are SD. Unpaired two-tailed Student’s *t* test has been applied for comparison of untreated and auxin-treated cells.

### RNA-seq sample preparation

AID-targeted cells at 3rd–6th passage were seeded on 6-well dishes. A million of adherent DLD-1 cells were washed with PBS and lysed directly with RLT buffer from the RNAeasy Mini Kit (Qiagen). To inhibit CRM1, ^AID^TPR cells were treated with 200 nM of Leptomycin B (LCLabs) for 3 h. Extracted RNA was analyzed for 260/280 and RNA integrity number (RIN) value was assessed on Bioanalyzer 2100 (Agilent); only samples with RIN value >9 were proceeded for the library construction using the Illumina TruSeq Stranded Total RNA Library Preparation Kit (Illumina) according to the manufacturer’s instructions. All RNA samples were depleted for ribosomal RNA before library construction using the Ribo-Zero™ Gold Kit H/M/R Kit (Illumina). Hi-Seq run of three independent biological replicates was performed on Illumina HiSeq2500. Twenty-thirty millions of 101 bp paired-end reads were generated per each replicate.

### RNA-seq analysis

We aligned the short reads to the reference human genome GRCh38.p7/hg38 that we obtained from Ensembl^57^. We used STAR aligner version 2.5.2b^58^ for the mapping with default parameters. We quantified gene expression levels using featureCounts 1.4.6^59^. To obtain gene-level read counts, we supplied a gene annotation model from Ensemble Release 87, which corresponds to GENCODE version 25. We calculated gene-level fragments per kilobase of transcript per million mapped read (FPKM) values based on the longest possible exon lengths after collapsing overlapping exons. For DE analysis, we used DESeq2 1.18.1^60^ as in the reference with one minor change; we applied expression cutoffs FPKM > 1 and counts per million >1 before the analysis. We studied and visualized genes whose expression levels are above the cutoff from >5% of our samples excluding for the ActD-treated samples. We used *k*-means clustering function in R environment 3.3.2 (R Code Team, 2018) to generate heat maps in the “Result” section.

The Venn diagrams were created using Venny 2.1 tool and BioVinci software version 1.1.5, r20181005. GO term enrichment analysis for BSK-NUPs was performed using an integrated HumanMine database^61^ V5.1 2018 with Holm–Bonferroni test correction (*p* value 0.05) for Biological Processes.

### SLAM-seq sample preparation

SLAM-seq of nascent RNAs was performed with S^4^U incorporation using the Anabolic (061.24) Kinetics Module Kit purchased from Lexogen company. Briefly, before labeling of nascent RNA, each well of ^AID-^TPR cells from the 6-well plate was replaced with fresh media or media containing 1 mM auxin for 2 h. For chasing, cells were treated with media containing 300 µM S^4^U or 300 µM S^4^U supplemented with 1 mM auxin for 0 min, 30 min, 60 min, or 2 h. All operations with S^4^U were performed under a red light source to protect S^4^U from crosslinking. Total RNA from triplicates was collected in 1 ml of TRIzol Reagent (Invitrogen), stored at −80 °C, and further purified according to Lexogen manufacturing protocol. Five micrograms of total RNA were alkylated with freshly prepared 100 mM iodoacteamide. RNA quality and concentration were measured using the Qubit 4 RNA IQ and RNA BR Assay Kit (ThermoFisher Scientific). QuantSeq 3′ mRNA-seq Libraries were sequenced, and a total of 8–24 million reads were generated per sample. The SLAM-seq data were processed with a SLAM-DUNK pipeline^62^. The reads were aligned to the human genome GRCh38.p10. DE analysis of TcReadCounts was performed with DESeq2 (version 1.26.0) using R 3.5.1, adj. *p* was FDR adjusted. For global normalization, sizeFactors were used based on total ReadCounts. For gene patterns analysis, we used degPatterns from the package DEGreport 1.22.0 with the default options except for minc = 2 and reduce = TRUE. Normalized TcReadCounts data have been transformed by VST (variance stabilization transformation), thereby the variability of the values was not related to their mean, allowing comparison of the gene patterns. In particular, the clustering of DE genes for gene patterns was computed using the normalized log2 T > C counts. The mean normalized log2 T > C counts were then centered to the mean and scaled to the standard deviation to obtain *Z*-scores and plotted in boxplots. *Z*-scores were calculated per gene after clustering. The boxplot minima corresponds to the smallest observations greater than or equal to lower bound − 1.5 × IQR (interquartile range), the lower bound corresponds to the 25% quartile, center to the 50% quartile, upper bound to the 75% quartile, and the maxima to the largest observation less than or equal to upper bound + 1.5 × IQR. Gene patterns were plotted in Prism 5.0b. To prepare M-A plots, we used genes with adj. *p* < 0.1 and log2FoldChange >0.

### ChIP assay with sequencing (ChIP-seq) analysis

ChIP-seq was performed using modified ChIP and ChIP-seq protocols previously described^63,64^. Briefly, 3.5 × 10^6^ cells per 100 mm dish were washed with PBS and cross-linked with 1% formaldehyde for 11 min. After quenching with 0.125 M glycine for 13 min, cells were scraped, lysed, and sheared by sonication using Bioruptor (Diagenode) for 42 min with 30 s pulse/pause cycles on ice. After enrichment of chromatin fragments around 300-bp (as assayed by agarose gel electrophoresis), cell debris was spun down, and supernatant was incubated overnight at +4 °C with anti-mouse IgG M-280 (ThermoFisher) Dynabeads pre-bound with anti-Ser5P Pol II mouse antibodies (ab5408) for 10 h. Immune complexes were washed twice with IP, IP-500, LiCl, and TE buffers and eluted using the CHIP Elute Kit (Clontech). Two independent biological replicates were used for library construction using the DNA SMART ChIP-Seq Kit according to the manufacturer’s protocol. In total, 16 PCR cycles were used during library construction. Two hundred million 50-bp paired-end reads were generated for combined replicates. Alignment of short reads was performed with BWA (VN:0.7.17-r1188) against reference human genome GRCh38.p7/hg38. Read quantitation over genes was tabulated using HOMER^65^. Differential IP recovery of genes was tested using DESeq2^60^ and MACS2 broad peak calling tools. Plots were generated with the IGV_2.4.6 software.

### RNA FISH

poly(A)RNA FISH was performed as described earlier^66^. In brief, cells were treated with 1 mM auxin for 8 h, washed with PBS, fixed for 15 min in 4% PFA at RT, incubated in 70% ethanol for 16 h at 4 °C, washed with PBS, and incubated with wash buffer for 5 min at RT. Cells were then incubated with oligo(dT)-Quasar 670 probes (LGC Biosearch Technologies) for 4 h at 37 °C, followed by incubation with wash buffer at 37 °C for 30 min and then washed with PBS. Cells were then stained with 1.5 μg/ml Hoechst 33258 (Molecular Probes/Life Technologies) for 10 min, washed with PBS, and finally mounted in ProLong Gold antifade reagent (Life Technologies).

Individual RNAs were detected by FISH using ViewRNA Cell Plus (Thermo Fisher Scientific, Cat#88-19000-99) and corresponding RNA probes (Thermo Fisher Scientific, Cat# VX-01), according to the manufacturer’s instructions. Briefly, cells were seeded on 24-well plates with coverslips, processed once they reach 80% confluency, and fixed according to the ViewRNA Cell Plus protocol. Mab414 antibodies were used to detect NPC.

Cytoplasmic-to-nucleus (Cyt/Nu) ratio of mRNA foci was plotted with scatter plot function in Prism software. Data are expressed as mean value with standard deviations as error bars. Unpaired two-tailed Student’s *t* test has been applied for comparison of untreated and auxin-treated cells.

### RNA FISH microscopy and data analysis

poly(A)RNA FISH image capturing and analysis was performed as described earlier^66^. Images were captured with a Zeiss Axiovert 200 M automated microscope using the AxioVision software. A Zeiss ×60 Plan-APOCHROMAT lens (1.4 NA) and Zeiss AxioCam MRm camera were used in imaging. Multiple 0.3 μm *Z* planes were captured and images were deconvolved with the AutoQuant software. Imaris Surfaces tool was used for segmentation and signal analysis within the cytoplasm and nucleus. Images are representative of 18 images from two independent experiments. The graph provides the ratio of cytoplasmic to nucleus (C/N) poly(A)RNA with and without auxin treatment. Values represent means ± SD of at least 25 cells from biological triplicates. Images are representative of nine images from biological triplicates.

Individual RNAs detected with ViewRNA Cell Plus were imaged and analyzed on Olympus IX71 inverted microscope utilizing an Olympus UPlanSApo ×60/1.4 oil objective as described in “Immunofluorescence staining” section.

Cyt/Nu ratio and the total number of mRNA foci were plotted with scatter plot-bar function using the Prism software. Data are presented as the mean value where error bars are SD. Unpaired two-tailed Student’s *t* test has been applied for comparison of untreated and auxin-treated cells.

### Antibodies

The following antibodies were used for immunostaining and western blot analysis: anti-mouse (A28175) and anti-rabbit (A11034) AlexaFluor-488-conjugated antibodies (Invitrogen), anti-mouse (A11004) and anti-rabbit (A11011) AlexaFluor-568-conjugated antibodies (Invitrogen), anti-mouse (A27042) AlexaFluor-680-conjugated antibodies (Invitrogen), and anti-mouse (A-31553) AlexaFluor-405-conjugated antibodies. Specific primary antibodies against NUP50 (A301-782A), NUP153 (A301-789A), TPR (A300-828A, A301-827A), GANP (A303-128A for WB; A303-127A for IF), NXF1 (A303-913A for IF; A303-915A for WB), NUP133 (A302-386A), NUP98 (sc-30112), HA (11867423001), FLAG M2 (F1804), ACTB (13E5, 4970S), SON (GTX129778), and Mab414 (MMS-120P) were purchased from Bethyl Laboratories, Santa Cruz Biotechnology, Sigma-Aldrich, GeneTex, and BioLegend, respectively. Secondary horseradish peroxidase-conjugated anti-mouse and anti-rabbit antibodies for western blot analysis were purchased from Sigma-Aldrich.

### Statistics and reproducibility

Both immunofluorescence and live imaging experiments were performed at least three times. FISH experiments were repeated twice by two independent investigators. For quantification of imaging experiments, we analyzed three independent fields. qRT-PCR data are the result of one representative experiment repeated at least three times. RNA-seq and SLAM-seq data were analyzed from three independent biological replicates. ChIP-seq data represent two independent biological replicates. If not indicated in the figure legend, information about the number of analyzed fields or cells is provided in the Source data file.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

The sequencing data that support the findings of this study have been deposited in NCBI Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) with the accession codes ID GSE132363 (RNA-seq), GSE148560 (RNA-seq, CRM1), GSE149890 (SLAM-seq), and Sequence Read Archive (SRA) under BioProject ID: PRJNA548782 (ChIP Pol II Ser5P). The mass spectrometric proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^67^ partner repository with the dataset identifier PXD020075. All other data, including immunofluorescence images supporting the finding of this study, are available within the article, Supplementary Figures, and will be provided by the authors upon reasonable request. Source data are provided with this paper.

## Source data

Source data

How the deposited data were processed for this re-analysis (not part of the article)

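RNA-seq libraries from DLD-1 cells were analysed, 66 in all: AID-TPR, NUP153-AID, NUP50-AID, RANGAP1-AID, AID-NXF1 and AID-GANP cells and the parental line, untreated or after auxin, and AID-TPR cells with Actinomycin D (ActD) for 2 h, with and without auxin. Each group has 3 libraries. AID-TPR libraries come in 2 sets of labels: replicates 1 to 3, and replicates old1 to old3, the only ones with 8 h of auxin. NUP153-AID and RANGAP1-AID cells also have libraries after 8 h and NUP50-AID cells after 9 h.

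The authors sequenced total RNA depleted of ribosomal RNA, mapped the reads to GRCh38 with STAR and counted them on Ensembl genes with featureCounts, and each deposited file gives the count of reads on 58051 genes, without normalization. That the values are whole counts was checked on every file. Totals per library ranged from 18943661 to 55411411, with a median of 32285399. Of the gene identifiers, 56948 matched GENCODE release 44, from which symbols, coordinates and exon numbers were taken, and 1103 did not. At these depths the spread between replicates was above counting noise: the chi-square per degree of freedom between replicates, over genes with a summed count of at least 20, lay between 4.36 and 74.2 over 66 pairs, and the lowest Pearson correlation of log2 counts between replicates was 0.973, across genes, which are not independent replicates.

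The reads were counted in 3 ways. The libraries of DLD-1, AID-GANP, AID-NXF1 and AID-TPR without the label old or ActD (24) have no counts on 37 mitochondrial genes. The old AID-TPR, ActD, NUP50-AID and NUP153-AID libraries (33) have mitochondrial counts and none on RMRP, and the RANGAP1-AID libraries (9) have counts on both. UGT1A8 and UGT1A9 both had 947 counts in AID-TPR auxin 2 h replicate 1 and 0 in replicate old1. RPL30-AS1 had 14483 counts in the first and 36 in the second. Genes that overlap can therefore hold the same reads in libraries counted like the first. Of the tested genes, 4042 (22.69%) differed by more than 2-fold in mean CPM, with 0.5 added, between the untreated AID-TPR libraries of the 2 sets of labels; 1012 had no count in the old set and more than 1 CPM in the other.

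Genes with more than 1 CPM in over 5% of the 60 libraries without ActD were tested, 17812 genes that hold at least 99.76% of each library's counts. The paper's filter also asks for an FPKM above 1, which left 15170 genes and was run as an alternative, since gene lengths had to be taken from another annotation release. Counts were normalized by TMM, and auxin was compared with untreated libraries of the same line and label set by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (edgeR 4.0.16, limma 3.58.1, R 4.3.3). A gene was called at an adjusted p under 0.05 and a fold of at least 1.3 (log2 0.38) or at most 0.7 (log2 -0.52), and the genes called in DLD-1 cells were removed from the calls of the other lines without ActD. Standard errors of log2 fold changes were taken as the size of the change over the square root of the F statistic. Overlaps were tested by one-sided Fisher's exact tests over the tested genes, differences between lines by interaction terms, and lists by camera with a preset correlation, camera with an estimated correlation and fry. Lists were also set against 10000 random lists drawn from the same expression levels in 50 bins. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for tables and figures.

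Named genes followed a rule: the RNAs the paper names (FOS, GDF15, EGR1, FJX1, ASCL2, HOXA13 and HIST1H2AB); the genes of the tagged proteins with PCID2 and ENY2; CYP1A1, CYP1B1 and TIPARP, whose values in Supplementary Data 2 had been seen; and in each comparison the 2 largest changes in each direction among called genes with a mean of at least 50 counts and no overlap between the values of auxin and untreated libraries. The lists were replication-dependent histone genes and zinc finger genes by symbol; 14 immediate early genes (FOS, FOSB, FOSL1, EGR1, EGR2, EGR3, JUN, JUNB, IER2, IER3, ATF3, DUSP1, ZFP36 and MYC); and 13 genes of S phase (CCNE2, CDC6, CDC45, MCM2, MCM4, MCM5, MCM6, PCNA, RRM2, TYMS, SLBP, UNG and GINS2). The last list was written with 1 more gene, which is not reported here; it was removed after the values had been seen, and the tests of that list were run again without it.

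Alternatives were RLE normalization, library sizes alone, DESeq2 1.42.0, no filter, filterByExpr, the CPM and FPKM filter, a term for the replicate number, one fit over 60 libraries, a fold of 1.3 in both directions, no removal of DLD-1 calls, the old AID-TPR libraries or all 6 pairs, and each library left out in turn. Whether replicate numbers pair the libraries was checked by the correlation of residuals within each number, with a bound of 0.1 over genes with a mean of at least 50 counts; all 3 pairs passed in 7 of 13 comparisons, so the term is given without a remark for those only. The test was also tried on simulated data, in which the counts of 200 genes were changed by 1.5, 2 or 3-fold in the AID-TPR, NUP153-AID, AID-GANP and ActD libraries; edgeR called 166 of the 200 in AID-TPR, 159 in NUP153-AID, 174 in AID-GANP and 133 with ActD, with 7, 8, 19 and 11 false calls.

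Of Supplementary Data 2 the first 1032 of 12695 gene rows were used, and the gene lists of Supplementary Data 3 were used in full. Reads themselves, SLAM-seq, ChIP-seq, mass spectrometry, imaging and the annotation of GO terms were not analysed here. Where the DLD-1 labels and Supplementary Data 2 name the treatments in opposite ways, the labels were used.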

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

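The tests of auxin itself as a cause and of exchanged labels were chosen only after the results were seen. So was the test of the way reads were counted as a cause of the overlaps. The rotation test of the immediate early genes replaced an earlier version of that test and was not chosen beforehand. The other tests, comparisons and settings were chosen before the data were examined. For the 7 RNAs the paper names and the total count, no library lay past Dixon's critical value among the 6 untreated AID-TPR libraries or the 6 with 2 h of auxin (16 tests, of which chance passes about 1 in 20). Each 6 holds libraries with and without the label old, whose difference widens the range, which can hide a single odd library, and the groups of 3 in the other lines were not tested in this way.

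The paper does not report the libraries after 8 h or 9 h of auxin, and each shows changes against its untreated libraries. Called genes numbered 639 after 8 h without TPR (219 higher, 420 lower), 65 after 9 h without NUP50, 235 after 8 h without NUP153 and 2645 after 8 h without RANGAP1 (1466 higher, 1179 lower). The 639 became 130, 3733 and 17 without auxin replicates old1, old2 and old3, and 30, 5 and 89 without untreated replicates old1, old2 and old3. The 65 became 32 and 1 without NUP50-AID auxin replicates 1 and 2 and 444, 11 and 27 without untreated replicates 1, 2 and 3. The 235 became 447, 17 and 39 without NUP153-AID auxin replicates 1, 2 and 3 and 16 and 121 without untreated replicates 1 and 2. In all 4 comparisons the real grouping gave more called genes than any other split of the same 6 libraries (1 of 10 splits); the highest other count was 30 for NUP50-AID, against 65, and 0 by edgeR for the others. These splits alone cannot exclude chance, because 10 cannot give a share under 0.05; the calls rest on edgeR's adjusted p, which was under 0.05 for 646, 94, 342 and 4752 genes of any fold after TPR, NUP50, NUP153 and RANGAP1 loss.

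Auxin itself was weighed as a cause of these late changes. It would move shared genes the same way, but of 34 genes called after 8 h in both AID-TPR and NUP153-AID cells 30 moved in opposite directions, where 8.43 shared genes are given by chance; this argues against auxin as the cause for those 30. For the 36 genes shared by NUP50-AID after 9 h and RANGAP1-AID cells after 8 h, of which 34 moved the same way, auxin and the loss of the proteins cannot be told apart, because no DLD-1 libraries with so long a treatment were analysed here. The other pairs of late comparisons also shared genes that mostly moved the same way, 110 of 170 for TPR with RANGAP1, 50 of 66 for NUP153 with RANGAP1, 8 of 10 for NUP50 with NUP153 and 6 of 8 for TPR with NUP50, and auxin stays open for these too. That longer loss of each protein changes these RNAs stays open and untested.

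After 8 h without RANGAP1 all 54 histone genes tested were lower, 33 of them called, with a median log2 fold change of -0.60. If fewer cells in S phase lowered other S-phase genes too, the 13 listed would fall, but they had a median of 0.28. This lay above the range of random lists of the same expression (-0.09 to 0.15), so a fall shared by these genes is argued against. Their RNA does not measure DNA synthesis, so fewer cells in S phase is not excluded. After 8 h without NUP153 the histone median was -0.33 (50 of 54 lower; called H4C16, H4C13, H4C5 and H4C2, named after their values were seen), and the S-phase median was -0.13, below the range of random lists (-0.09 to 0.04); a smaller share of cells in S phase is therefore a candidate explanation there. Called histone genes numbered 4 of 235 where chance gives 0.712 (one-sided Fisher's exact test, p = 0.00557).

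The 3 pairs of AID-TPR libraries labelled old, which the paper does not report, gave 79 called genes at 2 h. Their count was 1 in the highest of the other splits, and 10 splits alone (1 as large) cannot exclude chance. Without auxin replicate old2 it was 121, and without untreated replicates old1, old2 and old3 it was 22, 0 (by edgeR; 2151 genes had an unadjusted p under 0.05 with all libraries, and DESeq2 called 421) and 14. The library labelled 2 h old2 stood apart from old1 and old3 in the genes that respond to auxin: CYP1A1 was at 47.9 CPM in it, against 417.4 and 343.8, while the library labelled 8 h old2 was at 289.9, against 91.9 and 43.4. An untreated library under an auxin label is argued against, since the TPR-dependent genes called lower had a median of -1.19 in it relative to untreated libraries. An exchange of the 2 h and 8 h labels of old2 is a candidate explanation: the difference between 8 h and 2 h in old2 correlated across genes with that in old1 at -0.85 and in old3 at -0.88, while old1 and old3 correlated at 0.73. Genes are not independent replicates, and all values here keep the labels as given. In the other lines such correlations lay between 0.16 and 0.85.

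Immediate early genes rose more in the old libraries than in the others: the median log2 fold change of the 14 listed genes was 1.01 (14 of 14 higher) in the old ones and -0.02 (7 of 14 higher) in the rest, and 0.46 over all 6 pairs. No single gene differed in its auxin effect between the label sets by edgeR's interaction test (574 had an unadjusted p under 0.05). The listed genes were higher in the untreated libraries without the label old by a log2 ratio of 1.58, and by 0.18 with auxin. For these genes the way reads were counted and a difference between the cells cannot be told apart: counting would shift both treatments alike, but the rotation test of the difference gave p = 0.0523, while camera with a preset correlation gave p = 2.61e-13. Whether the cells of the 2 sets were grown or handled differently was not tested.

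The auxin effect differed between lines by interaction terms in edgeR's quasi-likelihood test. The numbers of genes were 115 for TPR against NUP153, 22 for TPR against NUP50, 407 for TPR against NXF1, 1027 for TPR against GANP, 53 for TPR against RANGAP1 and 466 for NXF1 against GANP, and 1 for auxin without against with ActD. Of 100 splits of the libraries, 1 was as large for NUP153 (the real one, with 94 in the highest other). This does not exclude chance as the cause of the difference between the lines. Splits that regroup the AID-TPR libraries remove the effect of TPR loss itself, and most of the 100 mix the replicate pairs. Among the 14 that part all pairs of both lines the highest other was 83, and 14 splits alone cannot exclude chance. For NUP50 4, for NXF1 7 and for GANP 9 were as large (highest others 160, 2992 and 4981). Apart from the real one, these all kept the libraries of TPR (for NUP50), NXF1 or GANP in their true groups and so carry the effect of that loss itself, which makes them no test of chance; for these 3 counts the splits say nothing about chance. Single libraries moved these counts. Against NUP153 the count was 73, 72, 55, 73 and 74 without AID-TPR auxin replicates 1 and 2 and untreated replicates 1, 2 and 3, 45, 63 and 69 without NUP153-AID auxin replicates 1, 2 and 3, and 63 and 43 without untreated replicates 1 and 2. Against NUP50 it was 12, 6 and 12 without AID-TPR auxin replicates 1, 2 and 3, 8, 13 and 11 without untreated replicates 1, 2 and 3, 12 and 11 without NUP50-AID auxin replicates 2 and 3, and 6 and 5 without untreated replicates 1 and 2. Against NXF1 it was 223 without AID-TPR untreated replicate 3, 253 and 227 without AID-NXF1 auxin replicates 1 and 2, and 266 and 225 without untreated replicates 1 and 2. Against GANP it was 609, 545 and 571 without AID-TPR untreated replicate 3, AID-GANP auxin replicate 3 and AID-GANP untreated replicate 3.

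The way reads were counted was weighed as a cause of the likeness of TPR to GANP and NXF1 loss, since these 3 sets were counted alike, and of its unlikeness to NUP153 and NUP50 loss. The old AID-TPR libraries were counted in the way of the NUP153-AID and NUP50-AID libraries, yet 73 of their 79 called genes were called after GANP loss and 3 after NUP50 loss, which argues against counting as the cause of either pattern. The longer auxin treatment of NUP50-AID and AID-GANP cells (3 h against 2 h) stays open as a part of the differences, as does the protein lost, and neither was tested apart from the other.

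Among the named genes the difference itself passed an adjusted p of 0.05 in edgeR's interaction test in these cases, in log2 units. The log2 fold change of FOS was higher after TPR than after NUP153 loss (by 1.73) or RANGAP1 loss (by 2.18), where it was -0.44 and -0.89, and lower than after GANP loss (-1.36). ASCL2 and HOXA13 fell less after TPR than after GANP loss (0.98 and 0.67), and H2AC4 was lower (-1.01). Between NXF1 and GANP loss FJX1 differed by 0.86 and H2AC4 by -0.90. With the old AID-TPR libraries none of the 4 differences between TPR and GANP loss passed. HOXA13 is overlapped by HOTTIP on the other strand, and histone copies such as H2AC4 can share reads. No technical explanation was tested gene by gene, and the biological one, the protein lost, stays open.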

How the results depend on the processing

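DESeq2 with the CPM and FPKM filter, the DLD-1 treatments as named in Supplementary Data 2 and the restriction to genes counted alike in the 2 AID-TPR label sets were settings chosen only after the results were seen. Where a setting moved a count by more than 1.5 times or a result past a threshold, its value follows, and the cause was not tested unless it is named.

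The counts of genes called after NXF1 loss (1446; 1079 to 1971), GANP loss (2752; 2141 to 3410) and 8 h without RANGAP1 (2645; 2061 to 3650) stayed within 1.5 times under all alternatives run, and with 1 library left out they were 1198 to 1575, 2389 to 2717 and 2172 to 2571.

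DESeq2 gave more called genes than edgeR in these comparisons: 193 against 85 after TPR loss, 421 against 79 in the old AID-TPR libraries, 1894 against 639 after 8 h without TPR, 92 against 32 after NUP50 loss, 154 against 65 after 9 h, 38 against 4 after NUP153 loss, 389 against 235 after 8 h, 176 against 97 after RANGAP1 loss and 24 against 10 in DLD-1. With DESeq2 on the CPM and FPKM filter they were 192, 408, 1723, 88, 168 (9 h), 37, 172 (RANGAP1) and 18 (DLD-1). DESeq2 alone and with that filter shared 135 and 133 genes of TPR with NXF1 loss (70 by edgeR), 186 and 186 with GANP loss (84), 8 and 8 with NUP153 loss (0), 10 and 11 with NUP50 loss (2) and 21 and 22 with RANGAP1 loss (10), and DESeq2 gave 262 and 212 interaction genes against NUP153 and NUP50. The cause was not tested.

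With no filter on low counts the calls were 262 after TPR loss, 812 in the old libraries, 1854 after 8 h, 189 and 353 after 3 h and 9 h without NUP50, 76 and 755 after 2 h and 8 h without NUP153, 342 after RANGAP1 loss, 52 in DLD-1 and 925 over all 6 TPR pairs (457). The overlaps of TPR were then 179 with NXF1, 239 with GANP, 18 with NUP153, 21 with NUP50 and 41 with RANGAP1, and the interaction counts 258 (NUP153), 242 (NUP50) and 723 (NXF1). The cause was not tested. The CPM and FPKM filter left 18 genes after NUP50 loss, and 1 shared by TPR and NUP50 loss, which no longer passed the test. With library sizes alone 1 gene was called after NUP153 loss and 1069 after 8 h without TPR. For the correlation of ActD with TPR loss filterByExpr gave 0.30.

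With the replicate number as a block the calls were 389 after TPR loss, 278 in the old libraries, 1667 after 8 h, 159 and 512 after 3 h and 9 h without NUP50, 105 and 69 after 2 h and 8 h without NUP153, 427 after RANGAP1 loss, 48 in DLD-1 and 5 with ActD (0). The overlaps with the block were 243 with NXF1, 324 with GANP, 20 with NUP153, 21 with NUP50 and 66 with RANGAP1, and the interaction counts 816 (NUP153), 555 (NUP50), 2370 (NXF1) and 3937 (GANP). The pairs were not borne out by the libraries in the old AID-TPR, NUP50-AID, 8 h NUP153-AID and DLD-1 comparisons.

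One fit over 60 libraries, which estimates the spread over all lines, gave 166 calls after TPR loss, 1746 in the old libraries, 3352 after 8 h, 50 after NUP50 loss, 14 and 447 after 2 h and 8 h without NUP153, 151 after RANGAP1 loss and 5 in DLD-1. The overlaps of TPR were 119 with NXF1, 160 with GANP, 5 with NUP153, 5 with NUP50 and 18 with RANGAP1.

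Without removal of the genes called in DLD-1, which by construction adds genes, 7 were called after NUP153 loss, and TPR loss shared 3 genes with NUP153, 7 with NUP50 and 16 with RANGAP1 loss. Among genes counted alike, a smaller set by construction, 1 was called after NUP153 loss and 4 in DLD-1, TPR and NUP50 loss shared 1, which no longer passed the test, and the interaction against NUP50 had 37 genes. The old AID-TPR libraries shared 1 gene with NUP153 loss, which passed the test of overlap, and 17 with RANGAP1 loss, and gave 185 and 81 interaction genes against NXF1 and GANP. All 6 pairs gave 457 called genes after TPR loss, with more libraries by construction.

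With the DLD-1 treatments as in Supplementary Data 2 the signs of CYP1A1 (3.84), CYP1B1 (1.14) and TIPARP (1.77) in DLD-1 were reversed, by construction, as are the signs of all changes in DLD-1.

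With 1 library left out, the calls ranged from 19 to 57 after TPR loss, 0 to 121 in the old libraries, 5 to 3733 after 8 h, 7 to 64 and 1 to 444 after 3 h and 9 h without NUP50, 1 to 3 and 16 to 447 after 2 h and 8 h without NUP153, 33 to 88 after RANGAP1 loss, 7 to 19 in DLD-1 and were 0 with ActD each time by edgeR. Overlaps of TPR ranged from 16 to 49 with NXF1, 18 to 56 with GANP, 0 to 2 with NUP50 and 3 to 11 with RANGAP1, and stayed at 0 with NUP153. Interaction counts ranged from 43 to 105 (NUP153), 5 to 30 (NUP50), 223 to 452 (NXF1) and 545 to 1126 (GANP). The low counts go with fewer libraries by construction; why single libraries raised counts was not tested.

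The histone genes after GANP loss (median 0.47; 0.40 to 0.58 with 1 library left out) and the zinc finger genes after TPR loss (-0.09; -0.13 to -0.06) passed under camera and fry but not with an estimated correlation, where the same medians, 0.465 and -0.094, had p = 0.15 and p = 0.12. The TPR-dependent genes lower after 8 h without NUP153 (0.009; -0.004 to 0.028) had a median of 0.056 for the set called in the old libraries. That set passed upwards under camera with a preset correlation, and neither under fry nor under camera with an estimated correlation. The medians with ActD ranged from -0.025 to 0.022 for the genes called lower and -0.001 to 0.13 for those called higher with 1 library left out.

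The correlations of the change after ActD with that after GANP (0.23), NXF1 (0.23) and TPR loss (0.25) were 0.11, 0.14 and 0.17 with the untreated libraries without the label old as control, and 0.35, 0.38 and 0.36 for genes with a mean of at least 100 counts; with 1 library left out they were 0.19 to 0.24, 0.21 to 0.24 and 0.19 to 0.27. That control is shared with the TPR comparison, which by itself raises the last one. The cause was not tested.

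For the named genes, over 113 results, 1041 values under alternatives stayed on their side of the threshold, 18 fell below it and 15 rose above it; with 1 library left out 511 stayed, 104 fell below and 3 rose above. Among those the text rests on, FOS after TPR loss was called under all alternatives run, but not without auxin replicate 3 or untreated replicate 1, 2 or 3 (adjusted p = 0.106, 0.178, 0.0655 and 0.167 by edgeR).

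Small changes were missed more often than large ones. In simulated data from the AID-TPR libraries edgeR called 63.2% of genes changed 1.5-fold, 86.2% of those changed 2-fold and 100% of those changed 3-fold; with ActD it called 36.8%, 62.3% and 93.2%. All settings planned for a result were run.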

Differences from the paper's values

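No test in this part was chosen only after the result was seen, apart from 3 settings named where they are used. The settings set before the data were examined are RLE normalization, library sizes alone, DESeq2, no filter on low counts, filterByExpr, the CPM and FPKM filter, a replicate block, one fit over 60 libraries, a fold of 1.3 in both directions and no removal of DLD-1 calls. The paper's genes are those of its text or of the lists in Supplementary Data 3, and a difference is given where one value is more than 1.5 times the other.

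After TPR loss the paper's count is 167 genes, and here 85. Of the settings set before the data were examined, DESeq2 (193) and one fit over 60 libraries (166) came within 1.5 times of the paper's value, and RLE normalization (81), library sizes alone (98), no filter (262), filterByExpr (89), the CPM and FPKM filter (91), the replicate block (389), a fold of 1.3 in both directions (109) and no removal (91) did not. Of the paper's genes 73 are among the 85, 161 among those called by DESeq2, which drops 6, and 125 in one fit, which drops 42. DESeq2 with the CPM and FPKM filter gave 192 and drops 4, a setting chosen after seeing the values. All 167 of the paper's genes had an unadjusted p under 0.05 here.

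The paper's counts of higher and lower genes after TPR loss are 20 and 147 in its list, and here 13 and 72; beside polymerase occupancy its text counts 140 lower genes. For the higher genes DESeq2 (26), filterByExpr (14), one fit (20) and no removal (19) came within 1.5 times, and the other settings set before the data were examined did not. For the lower genes DESeq2 (167), no filter (205) and one fit (146) did, and the others did not. Chosen after seeing the values, DESeq2 with the CPM and FPKM filter gave 24 and 168 and drops 4 of the paper's 167.

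After NUP153 loss the paper's count is 28, and here 4. Only DESeq2 (38) came within 1.5 times among the settings set before the data were examined, and it called all 28; DESeq2 with the CPM and FPKM filter, chosen after seeing the values, gave 37 and drops 0 of the paper's genes. After NUP50 loss the paper's count is 78, and here 32. DESeq2 (92, dropping 1) came within 1.5 times, the others did not, and DESeq2 with the CPM and FPKM filter, chosen after seeing the values, gave 88 and drops 2.

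After RANGAP1 loss the paper's count is 154, and here 97. Of the settings set before the data were examined, DESeq2 (176, dropping 24), one fit (151) and no removal (105) came within 1.5 times and the others did not; DESeq2 with the CPM and FPKM filter, chosen after seeing the values, gave 172 and drops 27. After NXF1 loss the paper's count is 927 in its text and 928 in its list, and here 1446. DESeq2 (1191, dropping 18), the CPM and FPKM filter (1191) and one fit (1132) came within 1.5 times and the other settings set before the data were examined did not. DESeq2 with the CPM and FPKM filter (1079, dropping 34) and the genes counted alike (1142, dropping 68) also did, settings chosen after seeing the values.

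Genes called in 1 line alone differed as well. For TPR the paper gives 154, and here it is 83; DESeq2 (178), one fit (157) and a fold of 1.3 in both directions (106) came within 1.5 times and the other settings set before the data were examined did not. For NUP153 the paper gives 13, and here it is 2; DESeq2 (15) did and the others did not. For NUP50 the paper gives 61, and here it is 28; DESeq2 (67) did and the others did not. For RANGAP1 the paper gives 111, and here it is 72; RLE normalization (74), DESeq2 (119), filterByExpr (75) and one fit (110) did and the others did not. Under DESeq2 with the CPM and FPKM filter, chosen after seeing the values, they were 176, 16, 64 and 115; it drops 4, 0, 2 and 27 of the paper's called genes.

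The paper's overlap of TPR with NXF1 loss is 121 genes, and here 70. Library sizes alone (82), DESeq2 (135), no filter (179), one fit (119) and a fold of 1.3 in both directions (92) came within 1.5 times, and the other settings set before the data were examined did not. The paper's overlap of TPR with GANP loss is 161 genes, and here 84; DESeq2 (186), no filter (239), one fit (160) and a fold of 1.3 in both directions (108) did, and the others did not. The added setting DESeq2 with the CPM and FPKM filter, chosen after seeing the values, gave 133 and 186, and drops 4 of the paper's TPR genes.

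The paper lists 165 genes higher after NXF1 loss, and here 389 were. None of the settings set before the data were examined came within 1.5 times (252 to 636), and DESeq2 with the CPM and FPKM filter gave 206, a setting chosen after seeing the values that drops 34 of the paper's NXF1 genes. The paper lists 408 genes higher after GANP loss, and here 700 were. Library sizes alone (378) and the CPM and FPKM filter (513) came within 1.5 times and the other settings set before the data were examined did not. DESeq2 with the CPM and FPKM filter (492, dropping 106 of the paper's GANP genes) and the genes counted alike (539, dropping 155) also did, chosen after seeing the values.

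For H2AC4 in DLD-1 cells the paper's log2 fold change in Supplementary Data 2 is -0.02, and here it is 0.02 as labelled. No setting set before the data were examined changes the sign; with the DLD-1 treatments named as in Supplementary Data 2, a setting chosen after seeing the values that drops 94 of the paper's 167 TPR genes, as many as with the labels, it is -0.02. For FOS after TPR loss the paper's log2 fold change is about 2.1 in Fig. 6, read by eye, and here it is 1.30. All 6 pairs of libraries, set before the data were examined, gave 1.99, and the old libraries (2.80) and the other settings (1.26 to 1.30) stayed apart from the paper's value. The value of FJX1 printed in the figure matches the one here.

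The paper names GDF15 and EGR1 among the top higher RNAs after TPR loss; here they had adjusted p = 0.327 and 0.417 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and were called with a replicate block, with no filter, in the old libraries and over all 6 pairs. The paper names FJX1, ASCL2 and HOXA13 as lower; they were lower here, with log2 fold changes of -0.61, -0.40 and -0.54, and not called. FJX1 and HOXA13 were called by DESeq2, and all 3 over all 6 pairs.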

Other observations

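The tests of the DLD-1 labels, of the spread between replicates with ActD, of the passage through mitosis without NUP153 and of splits within the label sets were chosen only after the results were seen, as were the comparisons of called genes with the histone and zinc finger lists.

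CYP1A1 was higher in the DLD-1 libraries labelled untreated than in those labelled auxin, while auxin raised it in all tagged lines without ActD. An exchange of the names of the DLD-1 treatments, in the labels or in the table, was tested against Supplementary Data 2: over its 1032 genes used here, the columns named auxin hold the counts of the libraries labelled untreated in 100% of genes. The exchange is therefore a candidate explanation. The 10 genes called in DLD-1 were higher as a set after 2 h or 3 h of auxin in every tagged line. For these 10 genes this argues against the labels and goes with the names of Supplementary Data 2. The files themselves do not state which name is true. Of the other splits of these 6 libraries the highest gave 132 called genes against the real 10, and 2 of 10 were as large; 10 splits alone cannot exclude chance. Other values argue against chance: CYP1A1 had adjusted p = 8.22e-07 by edgeR's quasi-likelihood test, and of the 10 genes 9 were higher after TPR loss and all 10 after 2 h or 3 h without NUP153, NUP50, RANGAP1, NXF1 or GANP. The 10 genes called in DLD-1 had a median log2 fold change of -0.89 there as labelled, and of 0.65 after TPR, 0.86 after NUP153, 1.30 after NUP50, 1.21 after RANGAP1, 0.75 after NXF1 and 0.71 after GANP loss.

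Genes called higher after TPR loss were also higher in other lines: their median log2 fold change was 0.91 after RANGAP1, 0.52 after NUP153 and 0.24 after NUP50 loss. A part of the auxin response that the removal of DLD-1 calls left in place may contribute. In DLD-1 cells these 13 genes had a median of -0.32 as labelled, outside the range of random lists (-0.06 to 0.05), with 11 of 13 below 0; this is the direction of the auxin-responsive genes there. The 72 genes called lower had a median of 0.004 in DLD-1 cells. An effect of nucleoporin loss in general stays open and was not tested.

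Histone genes were higher after GANP loss (median 0.47; random lists 0.10 to 0.19). If more cells in S phase raised other S-phase genes too, these would lie above genes of like expression. They had a median of 0.11, at percentile 16.6 of random lists, so a rise shared by these genes is argued against. Their RNA does not measure DNA synthesis, so more cells in S phase is not excluded. Reads moving between histone copies would leave their sum unchanged, but the summed CPM had a log2 ratio of 0.43, with every auxin library above every untreated one, which chance gives in 10% of such comparisons. The highest of the other splits of the 6 libraries had a median of 0.31, and 0.20 among the 3 that part all pairs; 1 of 10 was as large, and 10 splits alone cannot exclude chance. A role of GANP in histone RNAs stays open as a hypothesis.

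Zinc finger genes had a median of -0.09 after TPR loss. Their expression level as the cause is argued against by random lists of the same expression, which lay between -0.02 and 0.01. The same list had -0.09 in the old libraries, where random lists lay between -0.06 and 0. Of 10 splits 3 were as far from 0, the highest other at 0.11, or 0.04 among those that part all pairs, so these splits do not exclude chance.

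Genes called lower came from genes with few exons. The median exon number was 2 for the 71 TPR-dependent genes with an annotated transcript, 4 for NXF1 and 4 for GANP, where random lists of the same expression had 5 to 9, 5 to 6 and 5 to 6, which argues against expression level as the cause. Up to 2 exons were found in 48 of the 71 (67.6%) and in 3847 of 17569 tested genes (21.9%). That genes with few exons depend more on these proteins stays open as a hypothesis.

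With ActD no gene was called after auxin by edgeR or DESeq2 (78 had an unadjusted p under 0.05), and all 10 splits gave 0 by edgeR, so the splits say nothing about chance. The spread between replicates, as a biological coefficient of variation, was 0.149 with ActD. Without ActD it was 0.098 in the AID-TPR libraries without the label old and 0.176 in the old ones at 2 h. The spread with ActD was thus larger than in the first set only, and it can hide changes of single genes. For the TPR-dependent genes called lower, a fall as large as without ActD (median -0.72) that this spread hides is argued against, since their median difference was at most 0.017 in size in any replicate pair.

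The RNAs called lower after TPR loss also fell when transcription was blocked: with ActD alone their median log2 fold change against the old untreated libraries was -0.59, with 62 of 72 lower, outside the range of random lists of the same expression (-0.11 to 0.08), which argues against expression level as the cause. The medians were -0.41 for NXF1 (820 of 1057 lower) and -0.26 for GANP (1497 of 2052 lower). Across genes the change after ActD correlated with that after TPR loss at Spearman's rho = 0.25 (SD 0.032 over the ActD replicates), after NXF1 loss at 0.23 and after GANP loss at 0.23; genes are not independent replicates. The genes called higher after TPR loss had a median of -0.97 after ActD. A short life of these RNAs may explain why they respond within 2 h, and this was not measured.

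The paper finds that TPR is not recruited to pores after mitosis without NUP153, which makes a TPR-like response after 8 h without NUP153 a hypothesis. The 72 genes called lower after TPR loss had a median of 0.009 then (37 above 0 and 31 below; random lists -0.03 to 0.04). Other values go against it: of the 34 genes called after 8 h without TPR and without NUP153, 30 moved in opposite directions, and the 24 genes called higher in the old AID-TPR libraries had a median of -0.53 after 8 h without NUP153 (18 lower). For the 72 genes the hypothesis and its absence cannot be told apart, because the share of cells that passed mitosis in that time is not known from the files and the genes go both ways. FOS rose and GDF15 fell after 8 h without NUP153 (log2 fold changes of 1.68 and -1.42, adjusted p = 0.00501 and 0.0107 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

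For the calls at 2 h or 3 h of auxin, the highest count of the other splits was 0 by edgeR for TPR (85 in the real one), NUP153 (4), RANGAP1 (97), NXF1 (1446) and GANP (2752), also among the 3 that part all pairs, and 2 for NUP50 (32). In each case 1 of 10 splits was as large as the real one, so chance cannot be excluded by this count. Over all 6 pairs of AID-TPR libraries 1 of 100 splits was as large (457 against 264 in the highest other), but these mix the 2 label sets. With libraries regrouped only within their label set 1 of 100 was as large, with 22 genes in the highest other, and 0 by edgeR in the 39 others that part all pairs of the libraries without the label old, which excludes chance at 0.05.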
